# Ethanol Enhances High-Salinity Stress Tolerance by Detoxifying Reactive Oxygen Species in *Arabidopsis thaliana* and Rice

**DOI:** 10.3389/fpls.2017.01001

**Published:** 2017-07-03

**Authors:** Huong Mai Nguyen, Kaori Sako, Akihiro Matsui, Yuya Suzuki, Mohammad Golam Mostofa, Chien Van Ha, Maho Tanaka, Lam-Son Phan Tran, Yoshiki Habu, Motoaki Seki

**Keywords:** salinity stress, ethanol, organic solvent, reactive oxygen species, rice

## Abstract

High-salinity stress considerably affects plant growth and crop yield. Thus, developing techniques to enhance high-salinity stress tolerance in plants is important. In this study, we revealed that ethanol enhances high-salinity stress tolerance in *Arabidopsis thaliana* and rice. To elucidate the molecular mechanism underlying the ethanol-induced tolerance, we performed microarray analyses using *A. thaliana* seedlings. Our data indicated that the expression levels of 1,323 and 1,293 genes were upregulated by ethanol in the presence and absence of NaCl, respectively. The expression of reactive oxygen species (ROS) signaling-related genes associated with high-salinity tolerance was upregulated by ethanol under salt stress condition. Some of these genes encode ROS scavengers and transcription factors (e.g., *AtZAT10* and *AtZAT12*). A RT-qPCR analysis confirmed that the expression levels of *AtZAT10* and *AtZAT12* as well as *AtAPX1* and *AtAPX2*, which encode cytosolic ascorbate peroxidases (APX), were higher in ethanol-treated plants than in untreated control plants, when exposure to high-salinity stress. Additionally, *A. thaliana* cytosolic APX activity increased by ethanol in response to salinity stress. Moreover, histochemical analyses with 3,3′-diaminobenzidine (DAB) and nitro blue tetrazolium (NBT) revealed that ROS accumulation was inhibited by ethanol under salt stress condition in *A. thaliana* and rice, in which DAB staining data was further confirmed by Hydrogen peroxide (H_2_O_2_) content. These results suggest that ethanol enhances high-salinity stress tolerance by detoxifying ROS. Our findings may have implications for improving salt-stress tolerance of agriculturally important field-grown crops.

## Introduction

High-salinity stress is detrimental to plant growth and productivity, and causes considerable yield losses to economically important crops, thereby threatening sustainable agriculture (Shrivastava and Kumar, 2015). Thus, it is essential that methods to enhance high-salinity stress tolerance are developed. A recent study summarized that certain chemical compounds can be used to enhance plant stress tolerance (Savvides et al., 2016). Other studies confirmed that the application of exogenous chemical compounds enhance high-salinity stress tolerance in many plant species. These chemicals included phytohormones such as salicylic acid, methyl jasmonate, and strigolactone (Yoon et al., 2009; Ha et al., 2014; Khan et al., 2015). Epigenetic inhibitors, such as Ky-2 and suberoylanilide hydroxamic acid (Sako et al., 2016; Patanun et al., 2017), and other chemical compounds, including sodium nitroprusside, melatonin, and polyamines (Savvides et al., 2016), can also improve tolerance to salt stress condition.

One of the molecular effects of chemical compounds that enhance abiotic stress tolerance in plants involves the activation of antioxidant processes. Reactive oxygen species (ROS) are toxic to proteins, lipids, carbohydrates, and DNA, and ultimately lead to membrane damage and cell death (Gill and Tuteja, 2010). ROS generated by NADPH oxidase accumulate under stress conditions leading to the production of singlet oxygen (^1^O_2_) and a superoxide anion radical (${\text{O}}_{2}^{•-}$), which are converted to H_2_O_2_. The H_2_O_2_ is then converted to a hydroxyl radical (HO^•^) via the metal-dependent Haber-Weiss reaction or the Fenton reaction. The excess HO^•^ can react with lipids and results in the degradation of the cell membrane, which is an important barrier that protects plant cells (Asada, 2006). ROS homeostasis is regulated by the antagonism between ROS producers and scavengers. Several reports have described the network of ROS signaling genes in *Arabidopsis thaliana* (Mittler et al., 2004; Gadjev et al., 2006; Miller et al., 2010). Thus, the induction of genes encoding for key enzymes that regulate ROS accumulation, such as superoxide dismutases (SODs), ascorbate peroxidases (APXs), catalases (CATs), and other peroxidases, is necessary to remove excess ${\text{O}}_{2}^{•-}$ and H_2_O_2_ and ensure plant survival (Miller et al., 2010). Additionally, in *A. thaliana*, the expression of antioxidant defense genes is regulated by related transcription factors, including *AtZAT10* and *AtZAT12* (Rizhsky et al., 2004; Mittler et al., 2006; Miller et al., 2008).

Organic solvents, such as acetone, dimethyl sulfoxide (DMSO), *N,N-*dimethylformamide (DMF), ethanol, and methanol, are commonly used to dissolve compounds during experiments (Savvides et al., 2016). However, their effects on plant stress responses and tolerance have not been elucidated. Ethanol is a volatile, flammable, and colorless liquid, with a slight odor. Ethanol fermentation is one of the fundamental processes occurring during plant stress responses, and is necessary for responses to low-oxygen stress conditions (Tadege et al., 1999). Endogenous ethanol is produced under anaerobic conditions as part of a fermentation pathway (Kimmerer and Kozlowski, 1982; Kimmerer and MacDonald, 1987). Although, rice plants treated with exogenous ethanol have been reported to exhibit tolerance to chilling stress (Kato-Noguchi, 2008), it is unclear whether an ethanol treatment can enhance high-salinity stress tolerance in plants.

We herein provide new insights into the biological functions of ethanol influencing plant responses and tolerance to high-salinity stress. We revealed that the application of exogenous ethanol enhances high-salinity stress tolerance by regulating ROS-related genes and enhancing ROS detoxification.

## Materials and methods

### Plant materials and growth conditions

*A. thaliana* (ecotype Columbia-0) seeds were sterilized and sown in half-strength Murashige and Skoog (MS) liquid medium supplemented with 1% sucrose and 0.1% agar. The plants were grown under previously described conditions (Sako et al., 2016). Four-day-old plants were treated with ethanol (Wako, Japan), acetone (Wako, Japan), methanol (Wako, Japan), *N'N-*dimethylformamide (DMF) (Wako, Japan), dimethyl sulfoxide (DMSO) (Wako, Japan), or sterilized deionized water for 24 h, with or without a subsequent treatment with 100 mM NaCl (Wako, Japan). The NaCl solution was added into the medium containing the solvents (Figure S1A). The survival rate of 20 plants was calculated 4 days after the NaCl treatment. The experiment was conducted using three biological replicates.

For rice experiments, *Oryza sativa* L. cv. Nipponbare seeds were germinated in water at 30°C for 2 days, and then transferred to plastic pots containing granular soil (Bonsoru No. 2; Sumitomo Chemical, Tokyo). The plants were grown in a vat filled with water at 30°C for 2 weeks under a 14-h light:10-h dark photoperiod. For the salinity stress test, soil moisture was removed by leaving the pots on Kimtowel (Nippon Paper Crecia) for 20 min. The pots were then incubated in a 0, 0.3, or 0.6% (corresponding to 0, 51 or 103 mM, respectively) ethanol solution for 4 days. After the ethanol treatment, the pots were left on Kim towel for 20 min to remove soil moisture. The pots were subsequently transferred to a 200 mM NaCl solution and incubated for 5 days. The data was analyzed from 12 plants for each treatment. The experiment was conducted using two independent biological replicates.

### Measurement of chlorophyll content

Four-day-old *A. thaliana* plants were treated with 0.3% (51 mM) ethanol for 24 h and then exposed to 100 mM NaCl for 72 h. We then measured the chlorophyll content of 30–50 mg seedlings for each treatment as previously described (Kim et al., 2003). The experiment was conducted with three biological replicates. Statistical significance was determined by ANOVA, followed by *post-hoc* Tukey's tests. Means that differed significantly (*P* < 0.05) are indicated by different letters.

### RNA extraction

Total RNA was extracted from 5-day-old *A. thaliana* seedlings that were treated with 0.3% (51 mM) ethanol for 24 h, with or without a subsequent treatment with 100 mM NaCl for 2 h. Sterilized deionized water was used as a negative control. The RNA was extracted using the Plant RNA reagent (Thermo Fisher Scientific) as previously described (Nguyen et al., 2015). The quality of the extracted total RNA was evaluated using a Bioanalyzer system (Agilent). The RNA was extracted from 30 plants. The experiment was conducted using three biological replicates.

### Microarray analysis

A microarray analysis was completed as previously described (Nguyen et al., 2015). The microarray data underwent a one-way ANOVA method and were deposited in the GEO database (GEO ID: GSE95202). Each treatment was analyzed using four biological replicates. A total of 30 plants were used for each treatment. Genes with an expression log_2_ ratio ≥ 0.7 [*t*-test analysis, Benjamini–Hochberg correction (FDR) ≤ 0.05] were identified as upregulated genes.

### Quantitative real-time PCR analysis

We synthesized cDNA using the QuantiTect Reverse Transcription Kit (QIAGEN) for a quantitative real-time polymerase chain reaction (qRT-PCR) analysis. The qRT-PCR was conducted as previously described (Sako et al., 2016). We used *AtACT2* as a reference gene. The experiment was conducted using three biological replicates. A total of 30 plants were used for each treatment. The qRT-PCR primer sequences were as follows: *AtZAT10*: 5′-ACATCCCTCCGATCCCTGAA-3′ and 5′-ACCGGAAAGTCAAACCGAGG-3′; *AtZAT12*: 5′-TCCGATGGGACAAGCTTTGG-3′ and 5′-AAGCCACTCTCTTCCCACTG-3′; *AtAPX1*: 5′-GCACTATTGGACGACCCTGT-3′ and 5′-AGCAAACCCAAGCTCAGAAA-3′; *AtAPX2*: 5′-AAGTTGAGCCACCTCCTGAA-3′ and 5′-GTGTGTCCACCAGACAATGC-3′; *AtACT2*: 5′-GATCTCCAAGGCCGAGTATGAT-3′ and 5′-aCCCATTCATAAAACCCCAGC-3′.

### Ascorbate peroxidase assay

Five-day-old *A. thaliana* plants treated with 0.3% (51 mM) ethanol for 24 h, with or without a subsequent treatment of 100 mM NaCl for 12 h were used for an APX assay. The experiment was conducted using three biological replicates. Proteins were extracted from 30 plants and the APX assay was conducted as previously described (Bradford, 1976; Mostofa et al., 2015). The protein content was determined using bovine serum albumin as a standard.

### Staining to detect the superoxide anion and hydrogen peroxide

Five-day-old *A. thaliana* plants treated with 0.3% (51 mM) ethanol for 24 h, with or without a subsequent treatment with 100 mM NaCl for 12 h were stained using a modified version of a published method (Kumar et al., 2014; Mostofa et al., 2015). To detect ${\text{O}}_{2}^{•-}$, plants were stained for 30 min with 0.05% NBT (w/v) in 50 mM potassium phosphate, pH 7.0. To detect H_2_O_2_, plants were stained for 5 h with 0.1% DAB in 10 mM potassium phosphate, pH 7.0. Samples were stained under light at room temperature, after which they were cleared with an ethanol:acetic acid (96:4) solution until photographed by a digital microscope (VHX-5000, Keyence). The experiment was conducted using three biological replicates. A total of 30 plants were used for each treatment.

For the rice experiments, 14-day-old *O. sativa* L. cv. Nipponbare plants treated with or without 0.3% (51 mM) ethanol for 24 h were exposed to 100 mM NaCl for 24 h. The second leaf was stained with NBT or DAB as previously described (Mostofa et al., 2015) and then photographed using the M165 FC fluorescent stereo microscope (Leica).

### Measurement of hydrogen peroxide

Four-day-old *A. thaliana* plants were treated with 0.3% (51 mM) ethanol for 24 h and then exposed to 100 mM NaCl for 72 h. H_2_O_2_ content was then measured as described previously (Ivanchenko et al., 2013). The experiment was conducted with three biological replicates.

For the rice experiments, 14-day-old *O. sativa* L. cv. Nipponbare plants were treated with or without 0.3% (51 mM) ethanol for 24 h and then exposed to 100 mM NaCl for 24 h. The second leaf was sampled for H_2_O_2_ content as described previously (Ivanchenko et al., 2013). The experiment was conducted with three biological replicates.

## Results

### Ethanol enhances high-salinity stress tolerance in *Arabidopsis thaliana*

We examined the effects of five organic solvents on *A. thaliana* high-salinity stress tolerance (Figures 1A,B, Figure S1A). Wild-type plants grown in liquid culture medium were treated with an organic solvent or water for 24 h, with or without a subsequent treatment with 100 mM NaCl for 4 days (Figure S1A). We observed that the ethanol treatment enhanced *A. thaliana* high-salinity stress tolerance (Figures 1A,B), although the plants appeared slightly yellow under the non-stress condition. In contrast, plants treated with acetone, methanol, DMF, or DMSO did not exhibit any significant morphological differences compared with the control plants under the non-stress condition. Additionally, plants were unable to survive under the high-salinity stress condition (Figures 1A,B). The effects of various concentrations of organic solvents were also tested as shown in Figure S1. The data showed that the other organic solvents except for ethanol could not rescue plants from high-salinity stress condition. Consistent with these results, we observed that the chlorophyll content was higher in ethanol-treated plants than in the untreated plants under the high-salinity stress condition (Figure 1C).

**Figure 1:**
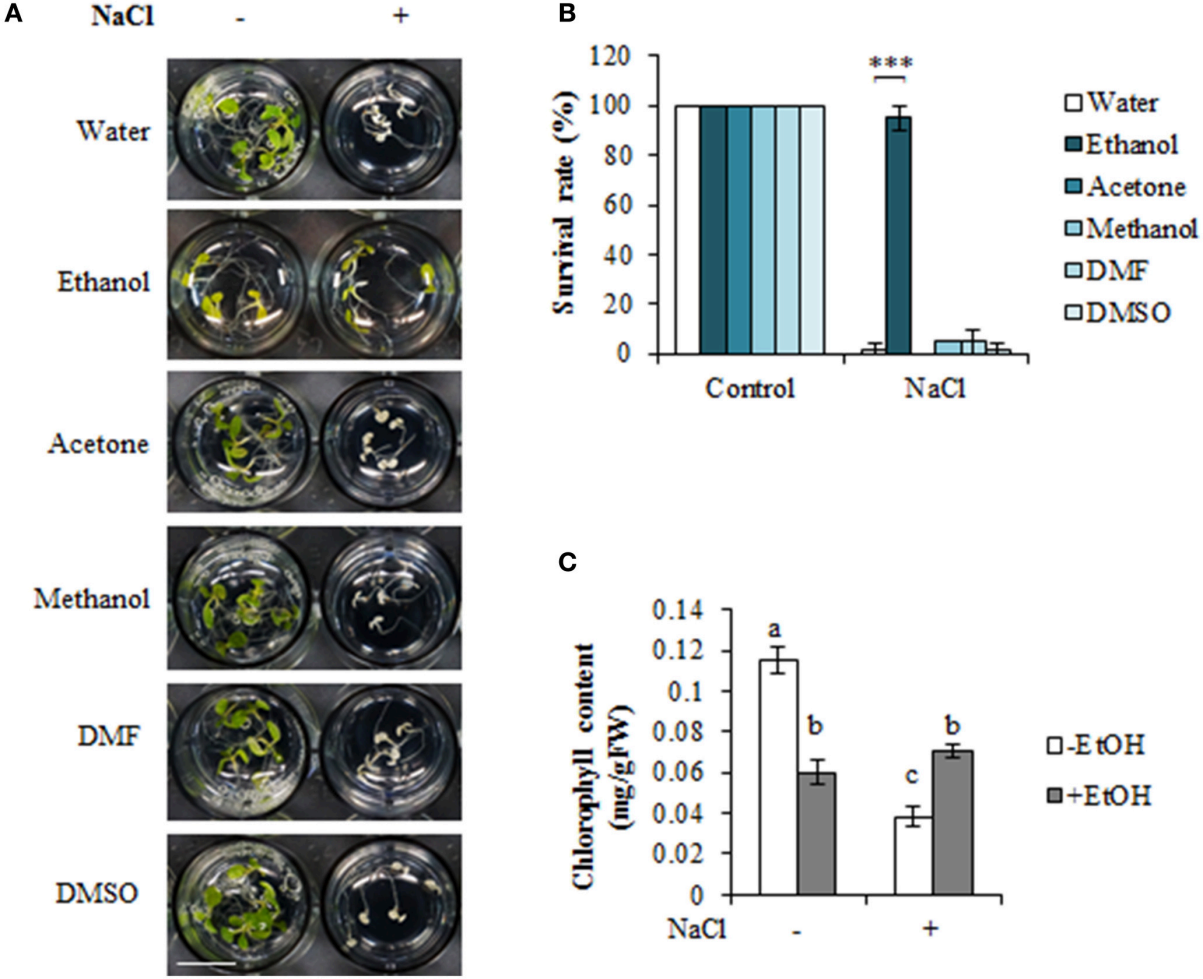
Ethanol enhances high-salinity stress tolerance in *Arabidopsis thaliana*. **(A)** Phenotype of *A. thaliana* seedlings treated with 0.3% (51 mM) organic solvent, with or without a subsequent treatment with 100 mM NaCl for 4 days. Water was used as a negative control. Bars = 1 cm. **(B)** Survival rate under high-salinity condition in the presence or absence of various organic solvents. The survival rate of 20 plants was calculated on 4 days after the NaCl treatment. The experiment was conducted using three biological replicates. Error bars represent the mean ± standard deviation (*SD*). Significance was determined according to Student's *t*-test. ^***^P < 0.00001. **(C)** Chlorophyll content in 0.3% (51 mM) ethanol-treated and untreated plants under high-salinity condition. Error bars represent the mean ± *SD*, three independent biological repeats were performed. Statistical significance was determined by ANOVA, followed by *post-hoc* Tukey's tests. Means that differed significantly (*P* < 0.05) are indicated by different letters.

Because the ethanol-treated plants became slightly yellow, we also evaluated the survival rate of salinity-stressed plants after a 7-day recovery period, during which the plants were transferred to MS liquid medium (Figure S2). A higher recovery rate was observed for ethanol-treated plants (93%) than for untreated seedlings (50%; Figure S2). Our data confirmed that ethanol enhances *A. thaliana* tolerance to high-salinity stress.

### Microarray-based identification of candidate genes associated with ethanol-mediated high-salinity tolerance

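Gene expression was measured on 16 Agilent 1-colour arrays, 1 per sample, with 4 biological replicates in each of 4 groups. The plants were treated with water or ethanol, and each treatment was sampled without NaCl and with NaCl. Each array carried 54778 spots, of which 1319 were controls, and 33038 of its 52586 other probes were assigned to an AGI gene code. The authors deposited the scanner output of each array, in which the Feature Extraction software gives an intensity per spot with the background subtracted and without normalization between arrays. They also deposited a table of log2 values that were normalized by a method the paper's text does not name. The intensities of the scanner output were used here. On the arrays of water-treated plants without NaCl, 51.1 to 53.5% of the spots (median 53.0%) were well above background. The share was 52.2 to 54.7% (median 53.6%) with water and NaCl, 51.6 to 52.6% (median 52.5%) with ethanol alone and 52.2 to 53.7% (median 52.9%) with ethanol and NaCl. The 75th percentile of the intensity lay between 331 and 464 (median 405), 397 and 461 (median 439.8), 349 and 563 (median 458), and 421 and 479 (median 437) in the same order of groups. Each intensity was expressed on the log2 scale relative to the 75th percentile of its array. A probe was tested if it was well above background on all 4 arrays of at least 1 group, and a gene with several probes was represented by the brightest. This left 21663 genes with an AGI code and 5672 probes without one, each counted by itself. Tiles of introns, of exon-intron borders and of the complementary strand of a gene were treated as probes without a code. Group means were compared with limma over all 16 arrays, and p-values were adjusted by the Benjamini-Hochberg method over the 27335 features tested. As in the methods of the paper, a gene was called upregulated at a log2 ratio of at least 0.7 and an adjusted p of at most 0.05, although the paper used a t-test and also names a one-way ANOVA. The arrays were hybridized on 2 slides of 8, with 2 arrays of each group on each slide. Each group filled 1 column of both slides, so the column on the slide and the treatment cannot be told apart by design. The first principal components held 51.1 and 29.4% of the variance, and 16 of 16 arrays were nearest to the mean of their own group. The number of arrays limits the precision of every ratio.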

We analyzed the ethanol-induced gene expression levels associated with *A. thaliana* high-salinity stress tolerance using a microarray. Four-day-old plants treated with 0.3% (51 mM) ethanol or water for 24 h, with or without a subsequent treatment with 100 mM NaCl for 2 h were examined (Figure 2A). 

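In the absence of NaCl, 1787 genes were upregulated and 2627 were downregulated in ethanol-treated plants relative to water-treated plants, at the log2 threshold of 0.7. The signals of the 4 ethanol arrays all exceeded those of the 4 water arrays for 1732 of the upregulated genes, which were selected for such a difference on the same arrays. Chance separates the groups completely, in either direction, for 2.86% of genes not so selected. Of the upregulated genes, 122 were not above background on any water array. They were called on ratios to signals not above background, so that the size of their increase is uncertain. For those named, the fold is given as a lower bound. The methods' t-test on the same values gave 1743 upregulated genes. The number moved most, to 1120, when the background was treated by the normexp method. Among the largest increases was that of AT4G12735 (chromosome 4 from 7493716 to 7494234, TAIR10.1 assembly), whose log2 signal relative to the 75th percentile was 2.98 ± 0.10 (SD, n = 4) with ethanol. It was above background on 0 of the 4 water arrays and was at least 248-fold higher with ethanol. AT2G38823 (chromosome 2 from 16223997 to 16225507) was at least 263-fold higher, and DIN2 (AT3G60140) at least 47.0-fold higher. BGLU28 (AT2G44460) had a log2 ratio of 7.51 (SE 0.25, adjusted p = 1.19e-11), with a signal above background on 1 of the 4 water arrays, and AT5G24640 had one of 7.23 (SE 0.12, adjusted p = 2.01e-14), with a signal above background on 2 of them. Among the downregulated genes, NRT2.3 (AT5G60780) was at least 11.6-fold lower, and MYB29 (AT5G07690) fell by 4.87 on the log2 scale (SE 0.44, adjusted p = 2.54e-07).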

We observed that 1,293 genes were more highly expressed in ethanol-treated plants than in the untreated control plants in the absence of high-salinity stress (Figure 2A, Table S1). Among these genes, 240 exhibited upregulated expression following a 2 h NaCl treatment in the absence of ethanol (Figure 2A, Table S2). 

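Of the genes upregulated by ethanol without NaCl, 413 were also among the 1326 genes upregulated by NaCl without ethanol. If the lists were independent, 109 shared genes would be expected among the genes tested. Both comparisons use the same water arrays as controls. When these were divided by slide so that each comparison had its own, the lists shared 385 genes in one division and 367 in the other, against 104 and 102 expected. The overlap stayed between 400 and 428 genes with each array left out in turn. It moved most under the normexp background, to 170. The genes with a large response to NaCl alone included AT2G38823, at least 171-fold higher than in water-treated plants, AT4G12735, at least 81.8-fold higher, and AT5G24640, with a log2 ratio of 6.18 (SE 0.12, adjusted p = 1.85e-13) but above background on only 2 of the 4 water arrays.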

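Under high-salinity condition, 1753 genes were upregulated and 2641 were downregulated in ethanol-treated plants compared with water-treated plants. For 1676 of the upregulated genes, every array of ethanol-treated plants had a higher signal than every array of water-treated plants. The water arrays with NaCl were not above background for 90 of the upregulated genes. The methods' t-test called 1700 genes upregulated, and the normexp background, which moved the number most, gave 1162. AT2G17850 had a log2 ratio of 6.10 (SE 0.46, adjusted p = 4.45e-08), although its signal was above background on only 2 of the 4 water arrays with NaCl. The ratio of BGLU28 was 5.16 (SE 0.25, adjusted p = 5.59e-10) and that of NOGC1 (AT1G62580) was 4.91 (SE 0.27, adjusted p = 2.03e-09). AT5G52940, above background on 0 of these water arrays, was at least 8.98-fold higher. Strong decreases included those of genes of the SAUR family and of AT1G29450, which was at least 25.4-fold lower. SAUR22 (AT5G18050, chromosome 5 from 5974341 to 5975087) was at least 13.8-fold lower, and SAUR75 (AT5G27780) fell by 5.21 on the log2 scale (SE 0.16, adjusted p = 2.15e-11), with a signal above background on 2 of the 4 arrays with ethanol and NaCl.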

We observed that 1,323 genes were more highly expressed in plants treated with NaCl in the presence of ethanol than in plants treated with NaCl in the absence of ethanol (Figure 2A, Table S3). Of these genes, 169 overlapped with salinity stress-upregulated genes (Figure 2A, Table S4), while 888 genes overlapped with ethanol-upregulated genes in the absence of NaCl (Figure 2A, Table S5). Furthermore, we detected 134 NaCl-inducible genes that were more highly expressed in ethanol-treated plants than in untreated controls, with or without NaCl treatment (Figure 2A, Table S6).

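Of the genes upregulated by ethanol in plants treated with NaCl, 303 were also upregulated by NaCl alone, and 1210 were also upregulated by ethanol in the absence of NaCl. Independent lists would share 107.3 and 145 genes, but the first 2 lists are not independent, because the water arrays with NaCl are the controls of one and the treated arrays of the other, which works against an overlap. In simulated data without any effect, the same numbers of top-ranked genes shared 11.5 on average for that pair and 178 for the other. In the 20 simulations, 0 genes passed the threshold on both lists of either pair. The lists here hold genes that passed it, so that 11.5 and 178 are not reference values for 303 and 1210. The ethanol ratios with and without NaCl had a Pearson correlation of 0.86 across genes, which are not independent replicates. With each array left out in turn, the overlaps were 281 to 318 and 1181 to 1237 genes. Under the normexp background, the alternative that moved both most, they were 139 and 802.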

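The 3 upregulated lists shared 237 genes. This number was 231 to 240 with each array left out in turn, 145 with the authors' processed values and 109 with the normexp background, the lowest of the alternatives tried. In these genes, the log2 ratio of ethanol to water was smaller with NaCl than without by a median of 0.38, written as an interaction of -0.38, and the difference passed an adjusted p of 0.05 in 85 genes with a smaller and 7 with a larger ratio. AT5G24640 is one of them, with a log2 ratio by ethanol under high-salinity condition of 1.52 (SE 0.12, adjusted p = 5.91e-08). AT4G12735 is another, with a log2 ratio of 1.50 (SE 0.17, adjusted p = 3.08e-06) in the same comparison.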

**Figure 2:**
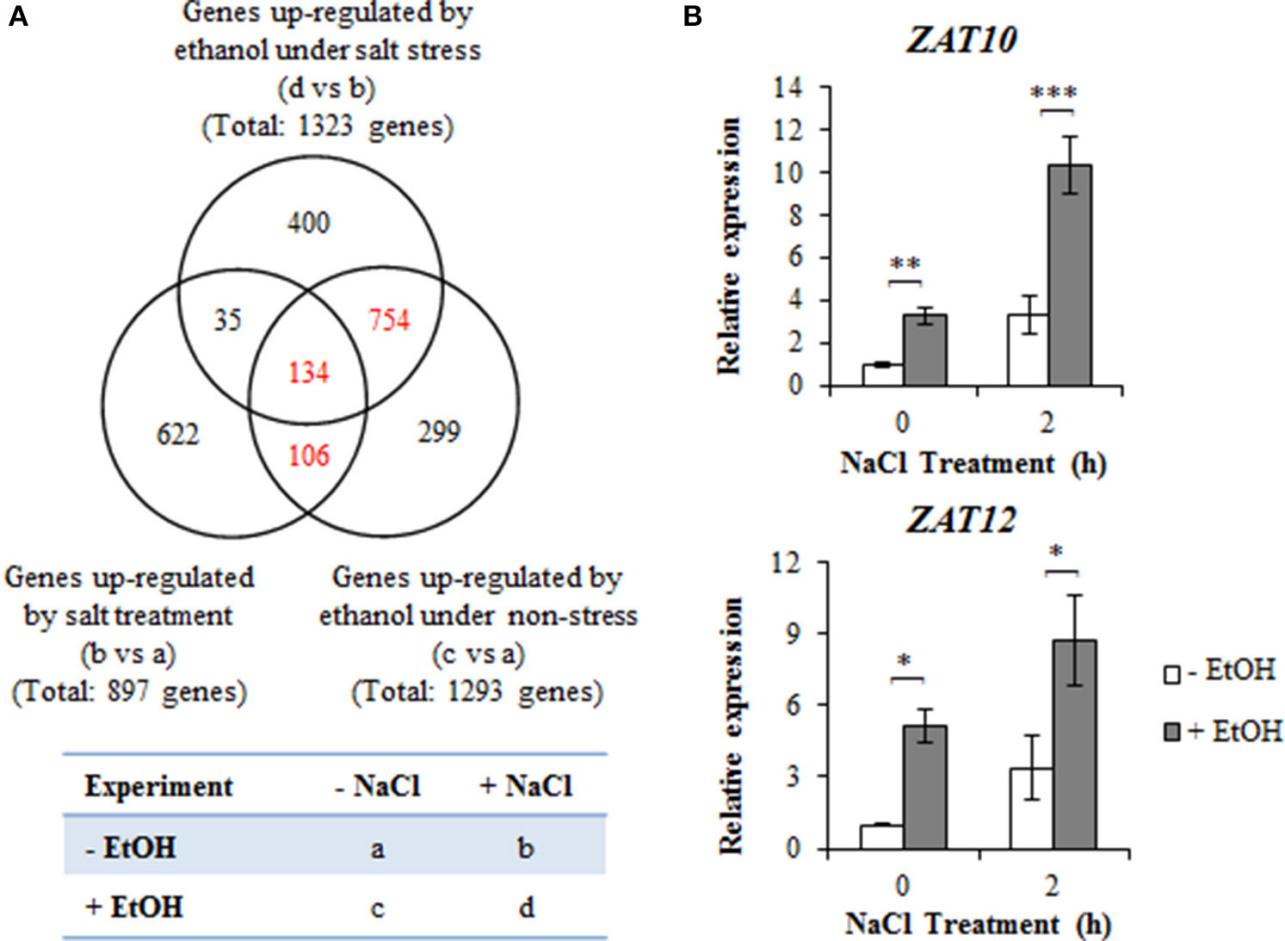
Expression profiles of genes upregulated by ethanol and high-salinity stress treatments. **(A)** Venn diagram with 1,323 genes (d vs. b) upregulated in ethanol-treated plants under high-salinity condition, 1,293 genes (c vs. a) upregulated in ethanol-treated plants in the absence of salinity stress, and 897 genes (b vs. a) upregulated in salt-stressed plants in the absence of an ethanol treatment. Each treatment was analyzed using 30 plants. Four biological repeats were performed. **(B)** Relative *AtZAT10* and *AtZAT12* expression levels during a salinity stress treatment for 0 and 2 h in the presence or absence of 0.3% (51 mM) ethanol. The expression level of the unstressed plants treated with water was set as 1, and the *ACT2* gene was used as an internal standard. Each treatment was analyzed using 30 plants. Three biological repeats were performed. Error bars represent the mean ± *SD*. Significance was determined according to Student's *t*-test. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001.

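In the Venn diagram of the genes called here, 401 genes were upregulated by ethanol without NaCl only, 847 by NaCl without ethanol only and 477 by ethanol with NaCl only. A further 66 genes were shared by the lists of NaCl without ethanol and ethanol with NaCl alone. Of the genes upregulated by NaCl without ethanol, 1260 had higher signals on all 4 NaCl arrays than on all 4 water arrays, and 165 were not above background on any water array. Their number was 1254 by the methods' t-test and 698 under the normexp background. Among the large log2 ratios by NaCl alone was that of HSFA6B (AT3G22830), 5.91 (SE 0.27, adjusted p = 7.57e-10), with 1 of the 4 water arrays above background. AT1G34050 was at least 17.1-fold higher after NaCl.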

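The genes upregulated by ethanol without NaCl that were also upregulated by NaCl alone, by ethanol under high-salinity condition, or by both, numbered 1386. Of these, 973 were upregulated by ethanol with and without NaCl but not by NaCl alone, and 176 were upregulated by each treatment on its own but not by ethanol under high-salinity condition. Leaving out each array in turn gave 1357 to 1414 genes, and the normexp background gave 863.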

For a more detailed analysis, we focused on the 994 overlapping genes highlighted in red in the Venn diagram presented in Figure 2A. Of these genes, 35 were related to ROS signaling (Table 1), including genes encoding ROS-scavengers [e.g., APX, CAT, glutathione peroxidase (GPX), peroxiredoxin (PrxR), glutathione S-transferase (GST), and alternative oxidase (AOX)], ROS-scavenging signaling molecules (e.g., ferritin and blue copper proteins, which inhibit the production of HO^•^, glutathione reductase, dehydroascorbate reductase, and glutaredoxin). In contrast, the expression of *SOD* genes encoding ${\text{O}}_{2}^{•-}$ scavengers was unaffected by ethanol under high-salinity condition.

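All 35 genes of Table 1 were tested. Under high-salinity condition, 33 of them were upregulated by ethanol, with a median log2 ratio over the list of 1.28, and 34 had an adjusted p of at most 0.05. The number upregulated was also 33 with p-values adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. GPX6 and the glutaredoxin gene AT1G28480 were the genes not called. In the absence of NaCl, 33 genes were upregulated, with a median of 1.39, and CAT2 and GSTF6 (AT1G02930) were the exceptions. NaCl alone upregulated 8 of the genes and downregulated APX2, GSTU24 and AT3G62960, and the median over the list was 0.046. The normexp background, with which APX2, AT3G27200 and AT3G62960 fell below the threshold, and the filter on all 16 arrays, which leaves out dim genes, changed the count under high-salinity condition most, to 30 each.

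**Figure D1:**
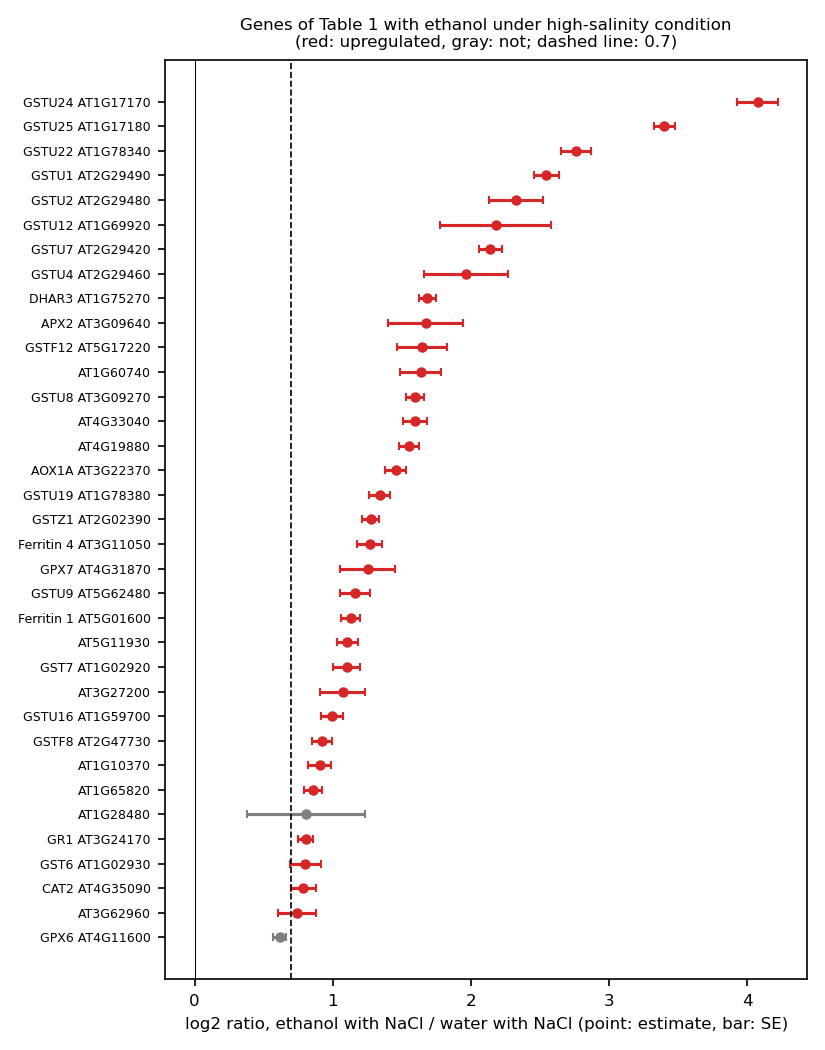
Log2 ratio of ethanol-treated to water-treated plants under high-salinity condition for the 35 genes of Table 1, with points for the limma estimates from 4 arrays per group and bars for their SE. The 33 genes in red passed the threshold, whose log2 ratio of 0.7 is the dashed line, GPX6 in gray lies to its left, and AT1G28480 in gray lies to its right with the widest bar.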

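Of 8 SOD genes, 7 were tested, and AT3G56350 was left out because its probe was not well above background on all arrays of any group. Under high-salinity condition, 0 of the 7 passed the threshold by limma in either direction, and 0 did so by the methods' t-test. Without the requirement on the size of the ratio, 5 had an adjusted p of at most 0.05 by limma, and 6 had an unadjusted p of at most 0.05. This does not set the SOD genes apart, as 7387 genes were higher and 6889 lower at that adjusted p, of 21663 tested. The largest ratio of a SOD gene was that of CSD1 (AT1G08830, chromosome 1 from 2827060 to 2829315, TAIR10.1), whose log2 signal was 0.11 ± 0.09 (SD, n = 4) with ethanol and -0.45 ± 0.41 (SD, n = 4) with water. Its log2 ratio of 0.55 (SE 0.16, adjusted p = 0.0073) rests on arrays that overlap between the groups. It rose to 0.75 (adjusted p = 3.3e-05), past the threshold, without water with NaCl replicate 2. FSD3 (AT5G23310) fell by 0.46 (SE 0.11, adjusted p = 0.0024), FSD1 (AT4G25100) by 0.24 and FSD2 (AT5G51100) by 0.21 on the log2 scale. MSD1 (AT3G10920) had a log2 ratio of 0.28 (SE 0.07, adjusted p = 0.00232). The ratios of CSD2 (AT2G28190), 0.30, and CSD3 (AT5G18100), -0.15, had adjusted p-values of 0.0675 and 0.141. The result for CSD2 depended on 1 array, as without water with NaCl replicate 2 its ratio was 0.48, with an adjusted p under 0.05.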

**Table 1:** List of ROS signaling-related genes^a^ that were up-regulated by both ethanol and NaCl.

**Gene name**	**AGI code**	**Salt/control**			**Ethanol/control under non-stress**			**Ethanol/control under salt stress**		
		**Ratio^b^**	***p*-value**	**FDR**	**Ratio^c^**	***p*-value**	**FDR**	**Ratio^d^**	***p*-value**	**FDR**
*APX2; Ascobate Peroxidase 2*	*AT3G09640*	−0.704	2.2E-03	2.3E-02	1.248	1.3E-03	9.8E-03	0.953	9.6E-04	6.6E-03
*CAT2; Catalase 2*	*AT4G35090*	0.049	6.0E-01	8.1E-01	0.710	2.1E-04	2.6E-03	0.837	1.0E-04	1.3E-03
*GPX7; Glutathione Peroxidase 7*	*AT4G31870*	−0.009	9.7E-01	9.9E-01	0.942	1.9E-04	2.4E-03	1.087	1.3E-03	8.5E-03
*GPX6; Phospholipid Glutathione Peroxidase 6*	*AT4G11600*	1.013	1.3E-06	3.2E-04	0.707	1.4E-04	2.0E-03	0.556	4.3E-05	7.4E-04
*AOX1A; Alternative oxidase 1A*	*AT3G22370*	3.126	1.2E-07	1.1E-04	4.217	4.1E-08	3.2E-05	1.403	7.3E-07	7.6E-05
*Type 2 PrxR D; Type 2 Peroxiredoxin D*	*AT1G60740*	−0.174	2.5E-01	5.3E-01	1.423	1.6E-06	1.5E-04	1.483	2.0E-05	4.5E-04
*GST7; glutathione S-transferase 7*	*AT1G02920*	0.463	4.1E-03	3.6E-02	1.223	1.1E-04	1.7E-03	1.047	3.7E-06	1.7E-04
*GST6; glutathione S-transferase 6*	*AT1G02930*	−0.175	2.5E-01	5.3E-01	0.535	1.1E-03	8.3E-03	0.793	1.2E-03	7.9E-03
*GSTU1; glutathione S-transferase TAU 1*	*AT2G29490*	0.573	3.9E-05	1.8E-03	3.023	4.9E-07	9.1E-05	2.476	1.5E-08	2.6E-05
*GSTU2; glutathione S-transferase tau 2*	*AT2G29480*	0.670	8.8E-04	1.2E-02	1.598	2.2E-05	5.9E-04	1.828	1.3E-06	1.0E-04
*GSTU4; glutathione S-transferase tau 4*	*AT2G29460*	1.067	4.1E-02	1.7E-01	2.273	1.3E-05	4.4E-04	1.869	3.8E-03	1.9E-02
*GSTU7; glutathione S-transferase tau 7*	*AT2G29420*	0.291	2.7E-02	1.3E-01	2.291	6.1E-07	9.7E-05	2.073	8.3E-07	8.3E-05
*GSTU8; glutathione S-transferase TAU 8*	*AT3G09270*	0.615	1.1E-04	3.3E-03	1.813	4.3E-07	8.8E-05	1.560	5.4E-07	6.7E-05
*GSTU9; glutathione S-transferase tau 9*	*AT5G62480*	2.764	2.4E-07	1.5E-04	3.384	9.9E-08	4.7E-05	1.099	1.0E-05	3.0E-04
*GSTU12; glutathione S-transferase TAU 12*	*AT1G69920*	1.242	6.9E-03	5.1E-02	1.433	1.3E-03	9.8E-03	1.878	4.2E-04	3.6E-03
*GSTU19; glutathione S-transferase TAU 19*	*AT1G78380*	−0.023	7.7E-01	9.0E-01	1.450	1.3E-07	5.2E-05	1.422	3.5E-07	5.6E-05
*GSTU16; glutathione S-transferase TAU 16*	*AT1G59700*	0.668	5.1E-04	8.7E-03	1.204	1.9E-07	6.5E-05	0.942	5.4E-05	8.6E-04
*GSTU22; glutathione S-transferase TAU 22*	*AT1G78340*	2.416	1.7E-06	3.6E-04	4.276	2.1E-08	2.6E-05	2.720	2.1E-07	4.7E-05
*GSTU24; glutathione S-transferase TAU 24*	*AT1G17170*	−0.730	9.8E-03	6.6E-02	3.822	5.7E-06	2.8E-04	4.095	4.7E-09	1.9E-05
*GSTU25; glutathione S-transferase TAU 25*	*AT1G17180*	0.632	6.8E-04	1.0E-02	3.851	9.8E-09	1.9E-05	3.421	2.7E-08	2.9E-05
*GSTF8; glutathione S-transferase phi 8*	*AT2G47730*	−0.142	1.2E-01	3.5E-01	1.100	3.9E-05	8.6E-04	0.983	1.9E-05	4.3E-04
*GSTF12; glutathione S-transferase phi 12*	*AT5G17220*	−0.031	9.1E-01	9.7E-01	1.629	1.2E-06	1.3E-04	1.680	6.6E-04	5.0E-03
*GSTZ1; glutathione S-transferase zeta 1*	*AT2G02390*	0.096	1.6E-01	4.1E-01	1.306	7.5E-06	3.2E-04	1.217	4.7E-07	6.4E-05
*Glutathione S-transferase family protein*	*AT1G10370*	0.129	2.2E-01	4.9E-01	1.094	1.3E-06	1.4E-04	0.937	6.7E-05	1.0E-03
*microsomal glutathione s-transferase, putative*	*AT1G65820*	0.014	7.4E-01	8.9E-01	0.881	1.1E-06	1.3E-04	0.881	8.2E-08	3.5E-05
*Glutathione S-transferase family protein*	*AT4G19880*	0.237	3.1E-02	1.4E-01	1.761	4.8E-08	3.3E-05	1.498	3.2E-06	1.6E-04
*DHAR3; Dehydroascorbate Reductase 3*	*AT1G75270*	−0.157	8.5E-02	2.8E-01	1.715	3.3E-07	8.2E-05	1.629	5.5E-07	6.8E-05
*GR1; Glutathione Reductase 1*	*AT3G24170*	−0.105	4.2E-03	3.7E-02	0.738	3.0E-05	7.2E-04	0.777	6.1E-08	3.1E-05
*Ferritin 1*	*AT5G01600*	−0.050	6.4E-01	8.4E-01	1.261	1.1E-04	1.6E-03	1.100	1.5E-05	3.8E-04
*Ferritin 4*	*AT3G11050*	−0.197	1.9E-01	4.6E-01	1.150	3.1E-05	7.4E-04	1.201	1.8E-04	1.9E-03
*blue copper protein, putative*	*AT3G27200*	0.101	5.1E-01	7.6E-01	1.012	2.5E-04	2.9E-03	0.723	1.1E-03	7.5E-03
*glutaredoxin family*	*AT1G28480*	2.813	8.2E-04	1.2E-02	1.368	5.1E-04	4.9E-03	0.757	2.2E-01	4.2E-01
*glutaredoxin family*	*AT3G62960*	−0.651	5.8E-03	4.5E-02	0.844	3.2E-04	3.4E-03	0.560	9.0E-03	3.7E-02
*glutaredoxin family*	*AT4G33040*	0.101	2.9E-01	5.8E-01	0.953	1.0E-04	1.6E-03	1.523	2.1E-07	4.7E-05
*glutaredoxin family*	*AT5G11930*	−0.560	4.0E-05	1.8E-03	0.770	3.4E-05	7.7E-04	1.041	5.5E-06	2.1E-04

a *The genes with the following at least two categories are listed: (1) log_2_ ratio (plants treated with water for 24 h followed by 2 h NaCl treatment/plants treated with water for 24 h) ≥ 0.7, FDR ≤ 0.05, t-test ≤ 0.05; (2) log_2_ ratio (plants treated with ethanol for 24 h/plants treated with SDW for 24 h) ≥ 0.7, FDR ≤ 0.05, t-test ≤ 0.05; (3) log_2_ ratio (plants treated with NaCl in the presence of ethanol/plants treated with NaCl in the absence of ethanol) ≥ 0.7, FDR ≤ 0.05, t-test ≤ 0.05*.

b *The values represent the log_2_ ratio (plants treated with water for 24 h followed by 2 h NaCl treatment/plants treated with water for 24 h)*.

c *The values represent the log_2_ ratio (plants treated with ethanol for 24 h/plants treated with water for 24 h)*.

d *The values represent the log_2_ ratio (plants treated with NaCl in the presence of ethanol / plants treated with NaCl in the absence of ethanol)*.

The expression of several transcription factor family genes involved in ROS signaling was also induced by ethanol in salt-stressed plants. These genes encoded C_2_H_2_ zinc finger proteins (*AtZAT6_AT5G04340, AtZAT10_AT1G27730*, and *AtZAT12_AT5G59820*), WRKY proteins (*AtWRKY6_AT1G62300, AtWRKY25_AT2G30250*, and *AtWRKY33_AT2G38470*), a DREB protein (*AtDREB19_AT2G38340*), a heat shock factor protein (*AtHsfA4A_AT4G18880*), and NAC proteins (*ANAC019_AT1G52890, ANAC102_ AT5G63790*, and *ANAC032_AT1G77450*) (Tables S2, S5, S6). 

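All 11 genes were upregulated by ethanol in salt-stressed plants, with log2 ratios from 0.73 to 2.90 and a median of 1.23. The count was 11 with p-values adjusted over the list alone as well, which is not independent evidence, since the genes were chosen on these samples. The same 11 were upregulated by ethanol without NaCl (median 1.65), and 10 were upregulated by NaCl alone (median 1.12). The exception was DREB19, with a log2 ratio by NaCl of -0.18 (SE 0.17, adjusted p = 0.414). NAC019 (chromosome 1 from 19696923 to 19698482, TAIR10.1) had the largest ratio under high-salinity condition (SE 0.26, adjusted p = 2.28e-07), as its log2 signal was 0.92 ± 0.19 (SD, n = 4) with ethanol and -1.98 ± 0.54 (SD, n = 4) with water. The ratios of DREB19, 2.36, NAC032, 2.28, NAC102, 1.73, and HsfA4A, 1.49, were also above the median. WRKY33 (chromosome 2 from 16108235 to 16110766) had a ratio of 1.12 (SE 0.14, adjusted p = 9.37e-06), WRKY25 one of 0.89 and ZAT6 one of 0.78. WRKY6 was closest to the threshold, at 0.73 (SE 0.06, adjusted p = 2.17e-07), and was below it with quantile normalization (0.69) and with the authors' processed values (0.67). It was also below the threshold without water with NaCl replicate 1 (0.68) or without ethanol with NaCl replicate 3 (0.70).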

The *AtZAT10* and *AtZAT12* transcription factor genes were further analyzed by qRT-PCR. The expression levels of these two genes increased following ethanol and NaCl treatments (Figure 2B). These observations suggest that the salt tolerance conferred by ethanol might be due to the increased production of ROS-related proteins and ROS signaling-related transcription factors, such as ZAT10 and ZAT12.

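On the arrays, ZAT10 (AT1G27730, chromosome 1 from 9648021 to 9649323, TAIR10.1) had a log2 signal of 2.54 ± 0.23 (SD, n = 4) in ethanol-treated and 1.31 ± 0.44 (SD, n = 4) in water-treated plants under high-salinity condition, both relative to the 75th percentile of the array. The log2 ratio was 1.23 (SE 0.18, adjusted p = 3.48e-05), and every ethanol array was higher than every water array. Ethanol without NaCl and NaCl without ethanol gave ZAT10 ratios of 1.26 (SE 0.18) and 1.12 (SE 0.18). ZAT12 (AT5G59820, chromosome 5 from 24102814 to 24103794) had a log2 signal of 2.39 ± 0.33 (SD, n = 4) with ethanol and NaCl and 1.49 ± 0.49 (SD, n = 4) with water and NaCl. Its ratio of 0.90 (SE 0.21, adjusted p = 0.00152) passed the threshold, although the 2 groups of arrays overlapped. The ZAT12 ratios without NaCl and by NaCl alone were 1.65 and 1.05. From the increased expression of the ROS-related genes of Table 1 and of the transcription factor genes, together with qRT-PCR of ZAT10 and ZAT12 (Figure 2B), the paper proposes that increased production of ROS-related proteins and of such transcription factors might underlie the salt tolerance conferred by ethanol.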

### Ethanol enhances the detoxification of ROS under high-salinity stress condition

To characterize the molecular functions of ethanol treatments, the expression of the *ZAT10/12*-related ROS scavenger genes was analyzed by qRT-PCR. We confirmed that *AtAPX1* and *AtAPX2* expression levels increased in response to ethanol and NaCl treatments (Figure 3A). To clarify whether ethanol regulates cytosolic APX activity, an APX enzyme assay was performed. At 12 h after the NaCl treatment, total APX activity was higher in ethanol-treated plants than in untreated controls under the high-salinity stress condition (Figure 3B). In contrast, no significant differences were observed between ethanol-treated and untreated control plants under the non-stress condition. Our data indicated that ethanol induces the transcription of *APX2* and *APX1*, and enhances APX activity.

**Figure 3:**
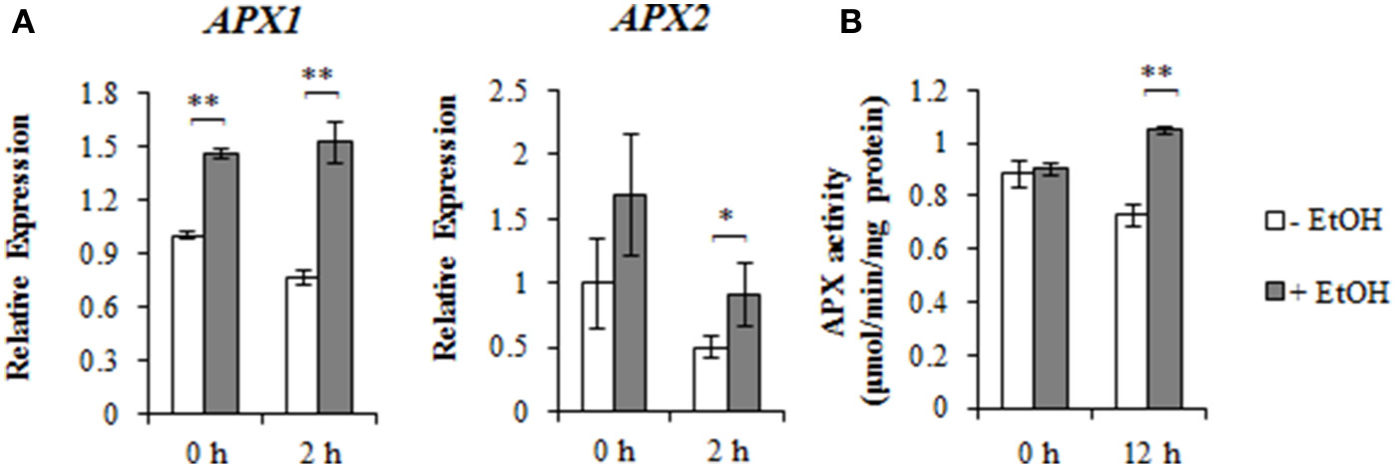
*AtAPX1* and *AtAPX2* expression and APX activity under salinity stress condition in the presence or absence of ethanol. **(A)** Relative *AtAPX1* and *AtAPX2* expression levels during a salinity stress treatment for 0 and 2 h in the presence or absence of 0.3% (51 mM) ethanol. The expression level of the unstressed plants treated with water was set as 1, and the *ACT2* gene was used as an internal standard. Each treatment was analyzed using 30 plants. Three biological repeats were performed. Error bars represent the mean ± *SD*. Significance was determined according to Student's *t*-test. ^*^P < 0.05; ^**^P < 0.001. **(B)** The APX activity during a 12 h salinity stress treatment in the presence or absence of 0.3% (51 mM) ethanol. Each treatment was analyzed using 30 plants. Three biological repeats were performed. Error bars represent the mean ± *SD*. Significance was determined according to Student's *t*-test. ^**^P < 0.001.

The accumulation of ${\text{O}}_{2}^{•-}$ and H_2_O_2_, which are the two main ROS components induced by salt stress, normally results in oxidative damage. We investigated the accumulation of ${\text{O}}_{2}^{•-}$ and H_2_O_2_ in ethanol-treated *A. thaliana* plants under salt stress conditions using NBT and DAB staining, respectively. The cotyledons of NaCl-treated plants were extensively stained by DAB, indicating H_2_O_2_ was highly accumulated under high-salinity stress condition. The ethanol treatment resulted in a lower accumulation of H_2_O_2_ (Figure 4A). The NBT staining results revealed slight differences among treatments, and the plants treated with ethanol accumulated less ${\text{O}}_{2}^{•-}$ than the control plants under the salt stress condition (Figure 4A).

**Figure 4:**
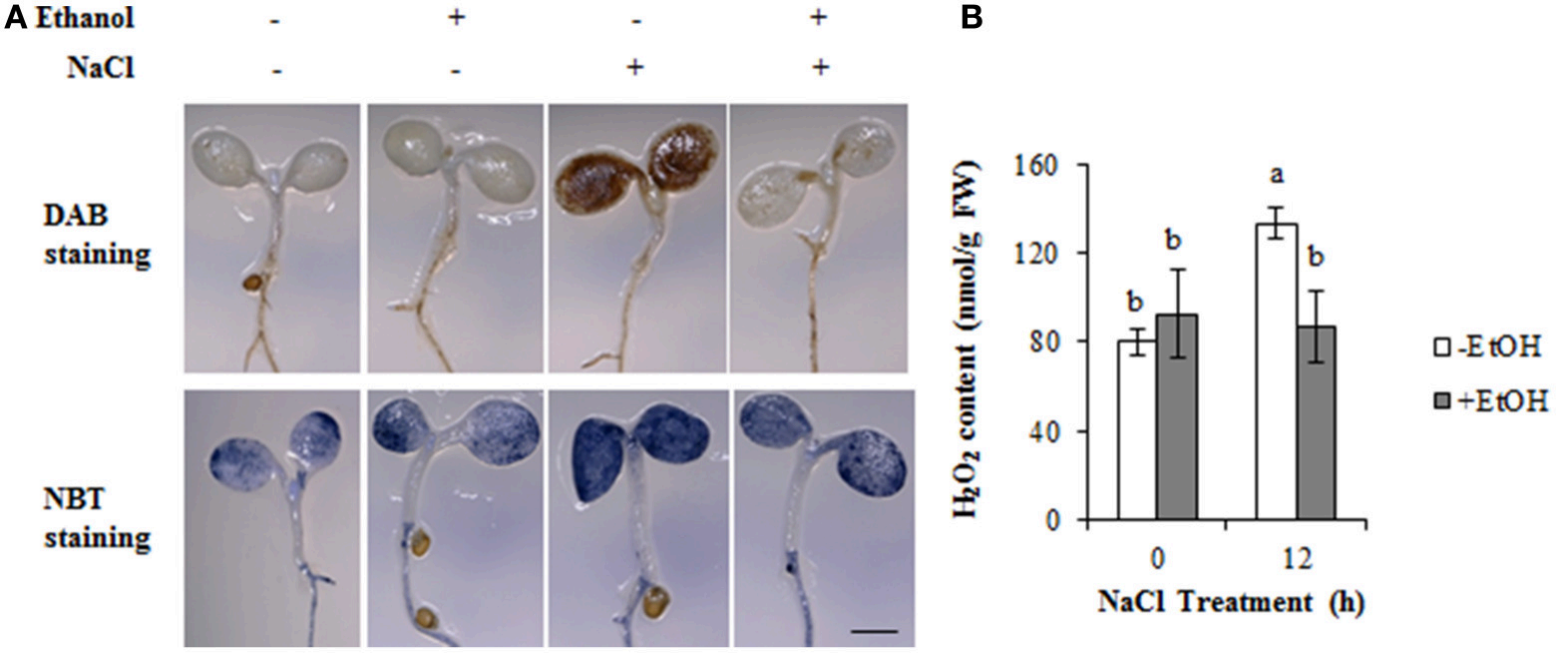
Accumulation of ROS in the cotyledon under high-salinity stress condition in the presence or absence of ethanol. **(A)** DAB and NBT staining was used to assess the accumulation of H_2_O_2_ and ${\text{O}}_{2}^{•-}$, respectively, in the cotyledons of *Arabidopsis thaliana* plants treated with NaCl for 12 h in the presence or absence of 0.3% (51 mM) ethanol. Bar = 1 mm. Each treatment was analyzed using 10 plants. Three biological repeats were performed. **(B)** H_2_O_2_ content in the cotyledons during a 12 h salinity stress treatment in the presence or absence of 0.3% (51 mM) ethanol. The experiments were conducted with three biological repeats. Error bars represent the mean ± *SD*. Statistical significance was determined by ANOVA, followed by *post-hoc* Tukey's tests. Means that differed significantly (*P* < 0.05) are indicated by different letters.

The staining data were further confirmed by H_2_O_2_ content in shoots. The results were consistent with the DAB staining data. Under the control condition, there were no significant differences between ethanol-treated and non-treated plants (Figure 4B). However, after 12 h NaCl stress condition, the ethanol-treated plants could maintain the H_2_O_2_ level as stable as those in control condition, while the ethanol-nontreated plants showed higher concentration of H_2_O_2_ compared with the plants in the control condition and ethanol-treated plants under high-salinity stress condition (Figure 4B). These data indicate that ethanol enhances salinity stress tolerance by ROS detoxification in *A. thaliana*.

### Ethanol treatment enhances high-salinity tolerance by decreasing the accumulation of ROS in rice

To confirm whether ethanol enhances the tolerance of monocots to salt stress condition, 14-day-old rice seedlings were treated with several ethanol concentrations. We observed that the leaves of untreated plants turned slightly yellow on 5 days after the NaCl treatment (Figure 5A). However, the leaves of salinity-stressed plants treated with 0.3 and 0.6% (51 and 103 mM, respectively) ethanol remained green, suggesting that ethanol enhances salinity stress tolerance in rice as well as *A. thaliana* (Figures 1, 5A).

**Figure 5:**
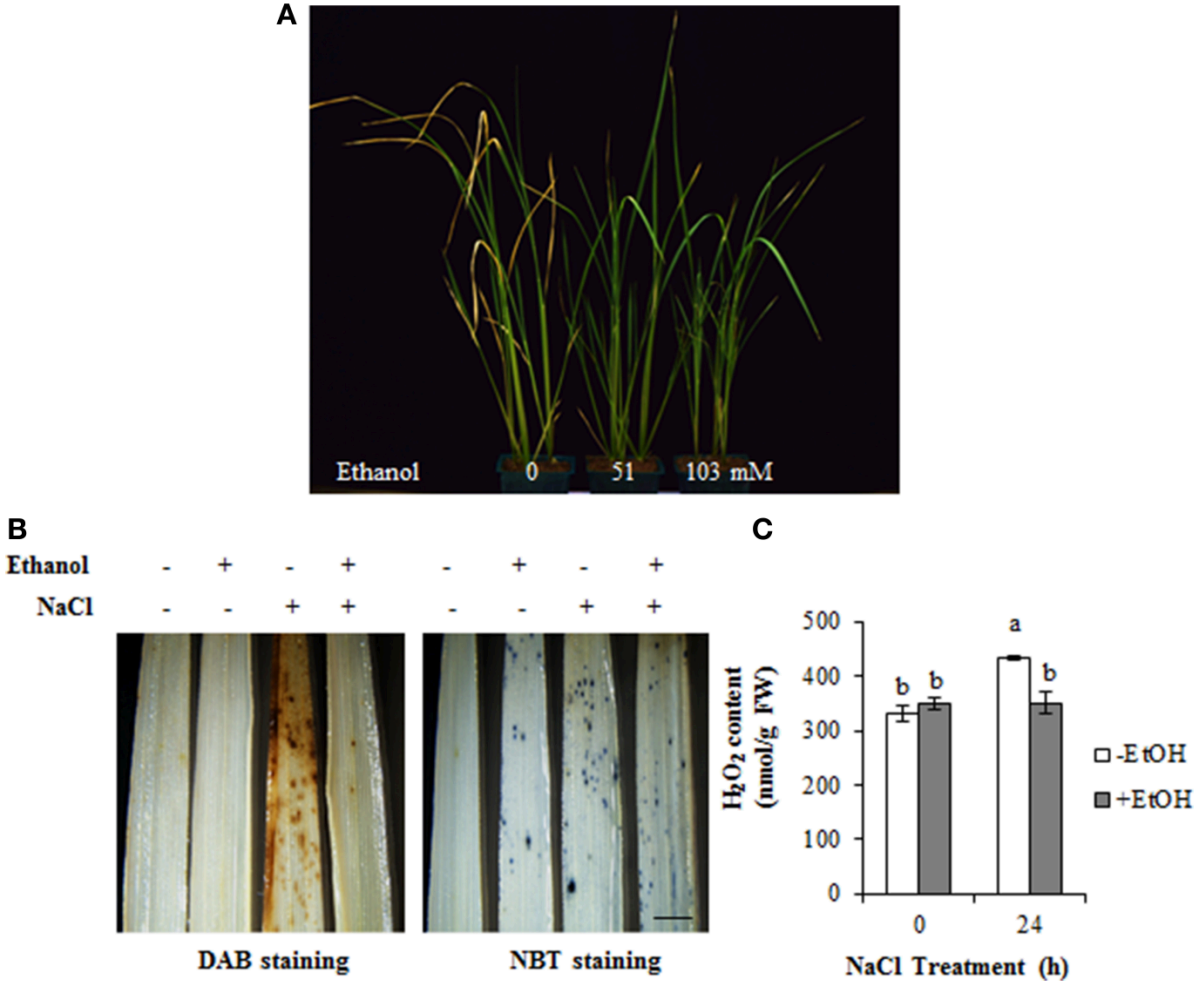
Ethanol enhances high-salinity stress tolerance in rice. **(A)** Phenotype of rice seedlings treated with 200 mM NaCl for 5 days in the presence or absence of 0, 0.3, and 0.6% ethanol (0, 51, and 103 mM, respectively). **(B)** DAB and NBT staining was used to assess the accumulation of H_2_O_2_ and ${\text{O}}_{2}^{•-}$ in the leaves of 14-day-old rice plants treated with 100 mM NaCl for 24 h in the presence or absence of 0.3% (51 mM) ethanol. Bar = 2 mm. **(C)** H_2_O_2_ content in the leaf extracts during a 24 h salinity stress treatment in the presence or absence of 0.3% (51 mM) ethanol. Statistical significance was determined by ANOVA, followed by *post-hoc* Tukey's tests. Means that differed significantly (*P* < 0.05) are indicated by different letters.

Ethanol treatments enhanced ROS detoxification and improved the salt stress tolerance of *A. thaliana* plants. We used DAB and NBT staining to verify that salinity stress tolerance in rice is due to the detoxification of ROS. Rice leaves were more extensively stained by DAB under salinity stress condition than under control condition (Figure 5B). However, the intensity of the DAB staining decreased in ethanol-treated plants under salt stress condition, suggesting that ethanol inhibited ROS accumulation (Figure 5B). Additionally, there was no clear difference in the NBT staining of ethanol-treated and control plants under high-salinity condition (Figure 5B). The H_2_O_2_ content of rice leaves was measured and the data showed the highest concentration was detected in plants treated with NaCl for 24 h. In contrast, the plants treated with both NaCl and ethanol showed lower concentration of H_2_O_2_, which is similar with that of control condition (Figure 5C). These results confirmed our DAB staining data, implying that ethanol increases salinity tolerance in rice by inhibiting ROS accumulation, similar to its effects in *A. thaliana* plants.

## Discussion

Our findings indicated that ethanol enhances high-salinity stress tolerance in *A. thaliana* and rice by detoxifying ROS (Figures 1, 5). Microarray and qRT-PCR analyses of *A. thaliana* revealed that ethanol upregulates the expression of *AtZAT10, AtZAT12, AtAPX1*, and *AtAPX2* genes encoding transcription factors and the ROS scavenger under high-salinity condition (Figures 2B, 3A). 

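APX1 (AT1G07890, chromosome 1 from 2437281 to 2439665, TAIR10.1) had a log2 signal on the arrays of 8.32 ± 0.03 (SD, n = 4) in plants treated with ethanol and NaCl and of 7.95 ± 0.05 (SD, n = 4) in plants treated with water and NaCl. The log2 ratio of 0.37 (SE 0.06, adjusted p = 0.000181) was larger than the spread between replicates but below the threshold of 0.7. NaCl alone lowered APX1, with a log2 ratio of -0.40 (SE 0.06, adjusted p = 0.000149), and ethanol alone gave 0.15 (SE 0.06, adjusted p = 0.0636). APX2 (AT3G09640, chromosome 3 from 2956156 to 2958330) was a dim gene, with a log2 signal of -2.63 ± 0.36 (SD, n = 4) with ethanol and -4.30 ± 0.50 (SD, n = 4) with water under high-salinity condition, where 3 of the 4 water arrays were above background. Its log2 ratio was 1.67 (SE 0.27, adjusted p = 8.75e-05), and 0.68, under the threshold, with the normexp background. Ethanol alone raised APX2 by 1.58 and NaCl alone changed it by -1.29. Of the other APX genes, TAPX (AT1G77490) fell by 1.28 (SE 0.06, adjusted p = 4.4e-10), TL29 (AT4G09010) by 1.19 and APX6 (AT4G32320) by 1.21 on the log2 scale with ethanol under high-salinity condition. APX6 was above background on 2 of the 4 arrays with ethanol and NaCl, and its decrease was under the threshold with the normexp background (-0.36) and the authors' processed values (-0.52). SAPX (AT4G08390), APX5 (AT4G35970) and APX3 (AT4G35000) had ratios of 0.42, 0.32 and 0.15.

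**Figure D2:**
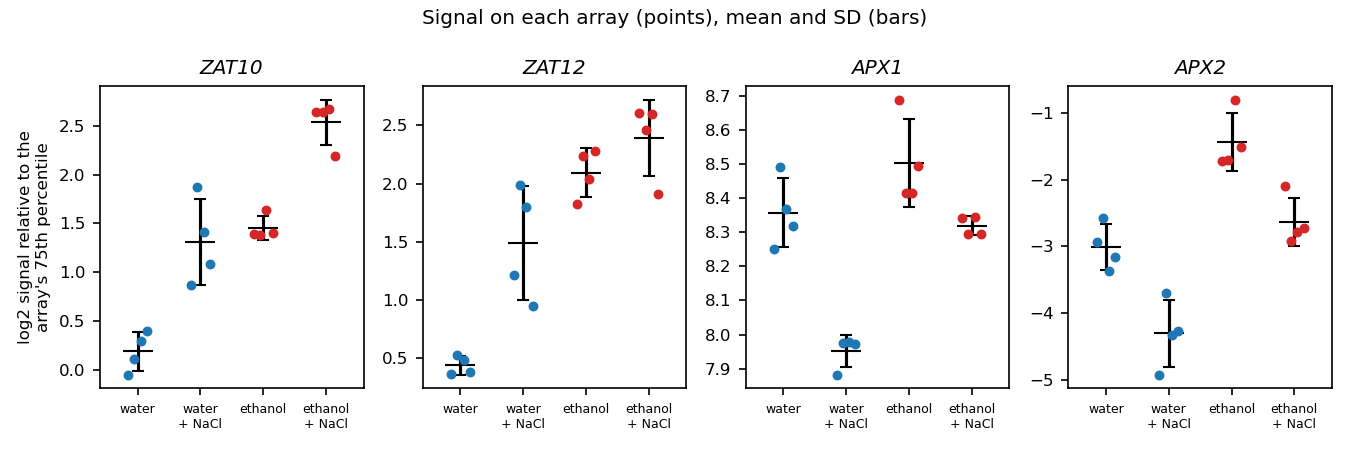
Log2 signal of ZAT10, ZAT12, APX1 and APX2 relative to the 75th percentile of the array, with points for the 4 arrays of each treatment and bars for their mean and SD. ZAT10, APX1 and APX2 were higher on each array with ethanol and NaCl than on each array with water and NaCl, while the arrays overlapped for ZAT12; the vertical axes differ between genes and do not start at 0.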

Ethanol also increases APX activity in salt-stressed plants (Figure 3B), resulting in decreased H_2_O_2_ levels (Figures 4B, 5C).

In addition to APX, various H_2_O_2_-scavenging enzymes (e.g., CAT, GPX, GST, and PrxR) are reportedly involved in decreasing excess H_2_O_2_ generated under stress conditions (Mittler et al., 2004). Our microarray data indicated that the expression of several genes encoding H_2_O_2_-scavengers was upregulated by ethanol under high-salinity stress conditions (Figure 2A, Table 1), including *CAT2, GPX6* and *7, GSTs*, and *PrxR D*. These enzymes convert H_2_O_2_ to water to decrease excess H_2_O_2_ content (Mittler et al., 2004; Dixon, 2010). 

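CAT2 (AT4G35090, chromosome 4 from 16700312 to 16703504, TAIR10.1) had a log2 signal of 7.53 ± 0.09 (SD, n = 4) with ethanol and 6.74 ± 0.14 (SD, n = 4) with water in plants treated with NaCl, a log2 ratio of 0.79 (SE 0.09, adjusted p = 3.36e-06). For GPX7 (AT4G31870, chromosome 4 from 15410078 to 15412486), the signals were -1.02 ± 0.04 and -2.28 ± 0.51 (SD, n = 4 each), and the ratio was 1.25 (SE 0.20, adjusted p = 6.52e-05). GPX6 (AT4G11600, chromosome 4 from 7009769 to 7011406) rose from 1.32 ± 0.04 to 1.94 ± 0.02 (SD, n = 4 each). Its log2 ratio of 0.62 (SE 0.05, adjusted p = 9.55e-08) exceeded the spread between replicates but not the threshold, and it lay between 0.56 and 0.62 under the alternatives other than leaving out arrays. GPX6 responded more to NaCl alone, with a ratio of 1.00 (SE 0.05, adjusted p = 1.89e-09). The gene of PrxR D (AT1G60740, chromosome 1 from 22360977 to 22362003) had a ratio of 1.64 (SE 0.15, adjusted p = 2.61e-07), with signals of -0.03 ± 0.01 with ethanol and -1.67 ± 0.38 with water (SD, n = 4 each). Every array of ethanol-treated plants was above every array of water-treated plants for these 4 genes.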

The upregulation of these ROS-scavenger–encoding genes may accelerate the decrease in toxic ROS content. However, during the conversion of H_2_O_2_ to water, glutathione, and ascorbate are used as enzyme co-substrates, and are recycled by GR, GLR, and DHAR (Mittler et al., 2004). The upregulated expression of *GR, GLR*, and *DHAR* may ensure there is a sufficient supply of ascorbate and glutathione for enzymatic reactions (Mittler et al., 2004). 

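With ethanol under high-salinity condition, GR1 (AT3G24170, chromosome 3 from 8729354 to 8734624, TAIR10.1) had a log2 signal of 4.86 ± 0.05 (SD, n = 4), against 4.05 ± 0.08 (SD, n = 4) with water, and a log2 ratio of 0.80 (SE 0.05, adjusted p = 1.37e-08). NaCl alone lowered GR1, with a ratio of -0.24 (SE 0.05, adjusted p = 0.00272). The DHAR gene of Table 1 (AT1G75270, chromosome 1 from 28250075 to 28251469), named DHAR2 in the RefSeq annotation, had a ratio of 1.68 (SE 0.06, adjusted p = 6.07e-11), with 3.72 ± 0.06 against 2.03 ± 0.06 (SD, n = 4 each). Of the 4 glutaredoxin genes in Table 1, AT4G33040 had a ratio of 1.59 (SE 0.09, adjusted p = 1.78e-09) and AT5G11930 one of 1.11 (SE 0.08, adjusted p = 1.8e-08). The ratio of AT3G62960 was 0.74 (SE 0.14, adjusted p = 0.000266). It fell under the threshold with the normexp background (0.38), with the authors' processed values (0.56), without water with NaCl replicate 1 (0.62) and without ethanol with NaCl replicate 2 (0.70). AT1G28480 had a ratio of 0.81 but varied between replicates (SE 0.43, adjusted p = 0.115), and single arrays moved it, as the ratio was 1.15 (adjusted p = 0.0263) without ethanol with NaCl replicate 4 and 0.33 without water with NaCl replicate 4.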

Glutathione-S-transferase catalyzes lipid hydroperoxides and prevents ROS-induced cell membrane damage (Dixon, 2010). Our microarray data confirmed that the expression of 20 *AtGST* genes is upregulated by ethanol (Table 1). Of these genes, *AtGSTU4* and *AtGSTU19* help mediate high-salinity stress tolerance (Sharma et al., 2014; Xu et al., 2015). 

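Under high-salinity condition, 20 of the 20 GST genes were upregulated by ethanol, with a median log2 ratio of 1.58, and in the absence of NaCl 19 were, with a median of 1.86. The exception was GSTF6, with a ratio without NaCl of 0.51 (SE 0.11, adjusted p = 0.00102). Adjusted over the list alone, the counts were the same, which is not independent evidence, because the genes were selected on these samples. NaCl alone upregulated 5 of the genes and downregulated GSTU24. GSTU24 (AT1G17170, chromosome 1 from 5869543 to 5870883, TAIR10.1) had the largest ratio under high-salinity condition, 4.08 (SE 0.15, adjusted p = 6.07e-11), as its log2 signal was 6.50 ± 0.08 (SD, n = 4) with ethanol and 2.43 ± 0.12 (SD, n = 4) with water. GSTU25 (AT1G17180) and GSTU22 (AT1G78340) followed with 3.40 (SE 0.08) and 2.76 (SE 0.11). GSTU4 (AT2G29460) had a ratio of 1.97 (SE 0.30, adjusted p = 5.67e-05), and GSTU19 (AT1G78380) had one of 1.34 (SE 0.08, adjusted p = 2.56e-09). The lowest ratio was that of GSTF6, 0.80 (SE 0.11, adjusted p = 1.82e-05). It was 0.70, just under the threshold, without water with NaCl replicate 1. GSTU1, GSTU2, GSTU4 and GSTU7 lie close together on chromosome 2 between 12617936 and 12632538, and cross-hybridization between such copies was not tested.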

The overexpression of *OsGSTU4* and *AtGSTU19* in transgenic *A. thaliana* improves salinity stress tolerance by inhibiting the accumulation of ROS and increasing GST activity (Sharma et al., 2014; Xu et al., 2015). A previous study concluded that GST activity in pumpkin plants is highly induced by 50 mM ethanol, which is equivalent to 0.3% ethanol (Fujita and Hossain, 2003). This finding supports our observation that ethanol upregulates the expression of *GST* genes (Table 1) to potentially increase the abundance of GST. These results suggest that the application of exogenous ethanol regulates the expression of genes encoding H_2_O_2_-scavenging enzymes and their related signaling proteins in salt-stressed *A. thaliana* plants.

The maintenance of the steady state between H_2_O_2_ and ${\text{O}}_{2}^{•-}$ levels, which is crucial for many molecular mechanisms in plant cells, is regulated by an appropriate balance between the associated scavenging activities (Miller et al., 2010). 

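AOX1A (AT3G22370, chromosome 3 from 7906521 to 7908746, TAIR10.1) had a log2 signal of -0.75 ± 0.13 in water-treated plants without NaCl, 2.47 ± 0.10 with water and NaCl, 3.71 ± 0.12 with ethanol alone and 3.92 ± 0.08 with ethanol and NaCl (SD, n = 4 each). The log2 ratio of ethanol to water was 1.46 (SE 0.08, adjusted p = 1.43e-09) under high-salinity condition and 4.46 (SE 0.08, adjusted p = 2.61e-14) in the absence of NaCl. The difference between them, the interaction of ethanol and NaCl, was -3.00 (SE 0.11, adjusted p = 6.28e-10). NaCl alone raised AOX1A by 3.21 (SE 0.08, adjusted p = 1.6e-12), whereas in ethanol-treated plants NaCl changed it by 0.21 (SE 0.08, adjusted p = 0.0442).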

Our microarray data revealed that *AtAOX1A* expression is upregulated by ethanol under salinity stress condition (Table 1). In contrast, ethanol does not upregulate the expression of *AtSOD* genes, which encode enzymes responsible for catalyzing the dismutation of ${\text{O}}_{2}^{•-}$ to H_2_O_2_ and oxygen (Mittler et al., 2004). These observations are consistent with our NBT staining results, which indicated the differences in ${\text{O}}_{2}^{•-}$ content between ethanol-treated and untreated plants are minimal under salt stress condition (Figure 4A), and our DAB staining results, which revealed clear differences in H_2_O_2_ abundance (Figures 4A, 5B). Thus, ethanol influences the elimination of H_2_O_2_ rather than ${\text{O}}_{2}^{•-}$. 

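In the absence of NaCl, 0 of the 7 SOD genes tested passed the threshold with ethanol by limma, and none did by the methods' t-test. For 5 of them, the adjusted p was at most 0.05, and the same number had an unadjusted p of at most 0.05. At that adjusted p and without a limit on size, 7277 genes were higher and 6823 lower, so this does not set the SOD genes apart. Of the SOD genes, CSD1 was highest, with a log2 ratio of 0.68 (SE 0.16, adjusted p = 0.00191) and signals of 0.41 ± 0.13 with ethanol and -0.26 ± 0.20 with water (SD, n = 4 each). It exceeded the threshold without water without NaCl replicate 2, at 0.75, and without ethanol without NaCl replicate 1, at 0.73. FSD3 (chromosome 5 from 7850444 to 7852534, TAIR10.1) was lowest, with a ratio of -0.59 (SE 0.11, adjusted p = 0.000393). The other 5 genes had ratios between -0.27 and 0.28.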

The expression of several ROS-scavenging signaling genes is also upregulated by ethanol under salt stress condition (Table 1). The upregulation of the genes encoding ferritin and blue copper proteins, which prevent the formation of the highly toxic HO^•^ (Miller et al., 2010), might also contribute to ethanol-mediated ROS detoxification mechanisms.

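Ferritin 1 (AT5G01600, chromosome 5 from 227953 to 230051, TAIR10.1) had a log2 signal of 5.60 ± 0.05 (SD, n = 4) with ethanol and 4.48 ± 0.08 (SD, n = 4) with water in salt-stressed plants, a log2 ratio of 1.13 (SE 0.07, adjusted p = 3.6e-09). For Ferritin 4 of Table 1 (AT3G11050, chromosome 3 from 3463477 to 3465506), which the RefSeq annotation names FER2, the ratio was 1.27 (SE 0.09, adjusted p = 2.26e-08), with 1.39 ± 0.13 against 0.12 ± 0.19 (SD, n = 4 each). The blue copper protein gene AT3G27200 (chromosome 3 from 10043522 to 10044539) had a low signal, -2.61 ± 0.24 with ethanol and -3.69 ± 0.24 with water (SD, n = 4 each). Its ratio of 1.07 (SE 0.16, adjusted p = 4.49e-05) was 0.46, under the threshold, with the normexp background. The ratios by NaCl alone were -0.20 for Ferritin 1, -0.22 for Ferritin 4 and 0.09 for AT3G27200.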

In this study, the effects of five organic solvents have been tested (including ethanol, acetone, methanol, DMF, and DMSO). Among them, only ethanol enhanced the high-salinity stress tolerance (Figures 1A, B). This phenotype might be caused by a specific function of ethanol that leads to enhancement of high-salinity tolerance. Previous studies reported that spraying methanol and ethanol to tomato leaves enhanced plant growth under normal condition and that root applications of 5% ethanol and methanol caused severe plant damage (Rowe et al., 1994). It is expected that combination of application method and concentration of organic solvents has various effects on plant growth. Further experiments are necessary to analyze the detailed effect of organic solvents on plant growth.

The high-salinity stress tolerance test of *Arabidopsis* plants using the 24-well-plate system might cause hypoxia that leads to ethanol fermentation (Kato-Noguchi and Kugimiya, 2001). It raises a question whether high-salinity stress tolerance caused by ethanol is related to hypoxia or not. When we treated the rice seedlings grown on soil (not soaked rice seedlings) with ethanol for the salt stress test, ethanol enhanced salt stress tolerance (Figure 5A). These data showed that increased high-salinity tolerance by ethanol is independent of hypoxia effect.

We observed that the application of exogenous ethanol enhances rice tolerance to salt stress condition *via* the detoxification of H_2_O_2_ (Figure 5). In summary, the enhancement of high-salinity tolerance due to ethanol treatments might be conserved in dicot and monocot plants. Ethanol is a simple and inexpensive compound. Thus, it may be very useful for protecting important crops from high-salinity stress. Integrative omics-based studies may reveal additional factors affecting ethanol-mediated high-salinity stress tolerance.

## Author contributions

HN, KS, AM, and MS designed the study. HN, KS, AM, MM, CH, YS, MT, and YH conducted the experiments. HN, KS, and AM analyzed the data. HN, KS, AM, LT, YH, and MS reviewed the data and wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

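The values come from 16 samples of A. thaliana, each hybridized to 1 Agilent array with a single dye. The plants were 4 days old and were treated with 0.3% (51 mM) ethanol or with water for 24 h. They were then kept without NaCl or treated with 100 mM NaCl for 2 h. The methods give 30 plants per treatment and 4 biological replicates for each of the 4 groups. The rice, qRT-PCR, enzyme activity, staining and survival data of the paper were not analysed here.

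The authors deposited, for each array, the output of the scanner software (Feature Extraction 10.7.3.1), in which each spot has an intensity from which the background had been subtracted within the array and which had not been normalized between arrays. The log2 values of the series table were normalized between arrays by the authors before they were deposited, by a method that the paper's text does not name. On each array, these log2 values had a Pearson correlation across probes of 0.998 to 0.999 with the logarithm of the spot signal before background subtraction, and of 0.975 to 0.983 with that of the background-subtracted intensity. Their quartiles were nearly the same on every array, from 4.84 to 4.86, from 5.54 to 5.55 and from 8.71 to 8.73. The background-subtracted intensities were used for the values at the claims, and the authors' log2 values were used as an alternative.

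Control spots and spots with an outlier flag of the scanner software were left out, between 13 and 28 outlier spots per array, and 0 spots were saturated. Probes printed on several spots, of which there were 97, were averaged. Each intensity was divided by the 75th percentile of the intensities on its array and expressed on the log2 scale. This scaling assumes that most genes did not change, which is not met for small changes. At an adjusted p of at most 0.05 and without a limit on size, 7277 genes were higher and 6823 lower by ethanol without NaCl. By ethanol with NaCl, the numbers were 7387 and 6889, of 21663 genes tested. The size and sign of small ratios may therefore depend on the scaling. A probe was tested if it was well above background, by the scanner's own call, on all arrays of at least 1 group. Where a gene had several probes, the probe with the highest mean signal was used, which concerned 110 genes. For 108 of these, several probes could be tested, and 0 had probes that passed the threshold in opposite directions in any of the 4 comparisons. AGI codes came from the array annotation, and 32316 of the 32781 codes on the array were matched to the RefSeq annotation of TAIR10.1 for names and positions.

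Differences between groups were estimated with limma 3.58.1 (lmFit and eBayes, 1 mean per group, all 16 arrays) in R 4.3.3, with data.table 1.17.8. The p-values were adjusted by the Benjamini-Hochberg method over all 27335 features tested. A gene was called up- or downregulated at a log2 ratio of at least 0.7 in size and an adjusted p of at most 0.05, the threshold of the paper's methods. A difference between the ethanol ratios with and without NaCl, the interaction, was called at an adjusted p of at most 0.05. All standard errors and p-values of genes named in the text are limma's unless an exact permutation test is named. Where no array of a group was above background, the fold is given as a lower bound. It was computed with each dim array set to its own signal or to the lowest signal called well above background on that array, whichever was higher. The model was tested on simulated data with known changes before use.

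The genes named in the text were taken from those that the paper names, including the qRT-PCR reference ACT2, and from prepared lists where a sentence needs them. For each comparison it also draws on the 5 genes with the largest increase and the 5 with the largest decrease among those past the threshold whose arrays did not overlap between groups. The lists were Table 1 with its GST genes, the 11 transcription factor genes, the SOD and APX genes, and markers of hypoxia, of salt stress, of photosynthesis, of mitochondrial stress and of ethanol metabolism. They were written down before the values were seen, whereas the reference genes other than ACT2 and the SAUR genes were chosen afterwards. Lists were tested with camera of limma (inter-gene correlation 0.01), and fry was the alternative. For counts within a list, p-values were also adjusted over the list alone.

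The alternatives tried were quantile normalization, a normexp background with an offset of 50, the authors' processed values, no filter on dim probes, and a filter that required a probe to be well above background on all 16 arrays. Further ones were the methods' t-test, a fit to only the 2 groups compared, the slide as a block, the replicate number as a block, the mean of the probes of a gene, any probe of a gene called, the outlier flags kept, and each of the 16 arrays left out in turn. One combination of alternatives was added later. The one-way ANOVA that the methods name was not run, because each claim compares 2 groups. The same comparisons were also scaled on 7 spike-in RNAs. That scaling put the median of all genes at 0.16 for NaCl without ethanol and 0.15 for NaCl with ethanol, against -0.055 and -0.051 with the 75th percentile. The effect of each alternative is given in the closing section.

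Between 51.1 and 54.7% of the spots were well above background on each array, so that the signal limits mainly the dim genes. The number of arrays limits the precision of each ratio. The 2 slides carried 2 arrays of each group each. The effect of the slide passed an adjusted p of 0.05 for 438 genes, of which 27 also had a difference of at least 0.7 in size.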

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

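Among the tests in this part, those of other divisions of the arrays, of wrong labels, of the position on the slide, of the brightness of 1 array, of selection on the shared water arrays and of probes near background were chosen only after the result was seen, and so was the test of compression among the genes with the higher signal. The comparisons and the alternatives, except for 1 combination added later, were set before the data were examined, and the test of compression among the genes with the lower signal before its result was seen.

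One array of ethanol-treated plants without NaCl, replicate 1, lay far from the 3 others of its group in 2 measures. It had 51.6% of its spots well above background, against 52.5 to 52.6% on the others, and its spike-in RNAs were 4.99 above the 75th percentile on the log2 scale, against 3.76 to 3.91. A brighter scan of the whole array is argued against by the 75th percentile of its intensity, 349, the lowest of its group. A swapped or wrongly labelled sample is argued against by its correlation across genes with the mean of its own group, 0.994, where the highest with another group was 0.976. What stays open is the amount of spike-in RNA relative to plant RNA in this sample, which was not tested. No biological explanation was tested, because the 4 samples of the group had the same treatment.

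For the single genes named at the claims, there were 12 cases of 1 array far from the 3 others of its group. With ethanol and NaCl, these were GSTF6 on replicate 4 (5.38, others 5.59 to 5.62), GR1 on replicate 3 (4.93, others at 4.83) and ZAT10 on replicate 4 (2.19, others 2.64 to 2.67). With ethanol alone, they were GSTU19 (8.61, others 8.47 to 8.48) and AT5G11930 (0.55, others 0.26 to 0.29) on replicate 1, and ZAT10 (1.63, others 1.38 to 1.41) and NAC032 (3.06, others 3.00 to 3.01) on replicate 3. With water and NaCl, they were GSTU19 on replicate 4 (6.89, others at 7.09), APX1 on replicate 1 (7.88, others 7.97 to 7.98), and CSD2 (4.30, others 3.56 to 3.67) and FSD3 (3.30, others 3.09 to 3.12) on replicate 2. With water alone, it was CSD3 on replicate 2 (2.78, others 2.48 to 2.51). Chance gives such an array in about 1 in 20 groups. In all, 14 of 276 groups had one, where 13.8 would be expected. Wrong labels are argued against for the arrays as wholes, since 16 of 16 were nearest to the mean of their own group. No biological explanation was tested, as replicates of a group share their treatment.

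The effect of ethanol differed between plants with and without NaCl in 2592 genes, with a larger log2 ratio under high-salinity condition in 1227 and a smaller one in 1365. Chance is argued against by permuted residuals of a model without interaction, where 1 of 100 arrangements, the real one, reached this number. The balance of larger and smaller effects is not stable, as there were 941 larger and 859 smaller with the normexp background, and 1334 larger and 1297 smaller without ethanol without NaCl replicate 3. Among named genes, the ratio was smaller with NaCl, each given as the interaction, for AOX1A (-3.00, adjusted p = 6.28e-10), GSTU9 (-2.61, adjusted p = 1.33e-07), GSTU22 (-1.79, adjusted p = 4.32e-06), WRKY25 (-0.82, adjusted p = 0.000166), ZAT6 (-0.74, adjusted p = 0.00232), GSTU1 (-0.69, adjusted p = 0.0027) and GSTU25 (-0.52, adjusted p = 0.00764). It was also smaller for NAC032 (-0.48, adjusted p = 0.0472) and NAC102 (-0.35, adjusted p = 0.0379), and it was larger for AT4G33040 (0.50, adjusted p = 0.0169). The calls of NAC032 and NAC102 are not stable. That of NAC032 was lost with each array left out in turn except water with NaCl replicate 1, and also with the slide as a block (adjusted p = 0.0503), the methods' t-test (0.0624), quantile normalization (0.0894), no filter on dim probes (0.124), the normexp background (0.139) and the authors' processed values (0.276). That of NAC102 was lost with most of the arrays left out in turn, with the replicate block (0.0663), no filter (0.114), quantile normalization (0.146), the normexp background (0.147) and the authors' processed values (0.259). AT4G33040 was lost without the filter on dim probes (0.0517) and ZAT6 with the normexp background (0.0664). With the combination of the authors' processed values, the methods' t-test and no filter, which was chosen after seeing the data, the calls of ZAT6 (0.0989), GSTU1 (0.0769) and GSTU25 (0.119) were lost as well. NAC019, not called here (0.15, adjusted p = 0.864), was called with the normexp background (1.26, adjusted p = 0.00115) and the authors' processed values (1.00, adjusted p = 0.0286), while its adjusted p was above 0.05 under the other alternatives run.

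The smaller effect was common among the 413 genes upregulated by each treatment alone, with 194 smaller and 7 larger. The direction followed the list chosen. The 477 genes upregulated by ethanol with NaCl only had 176 larger and 0 smaller effects. The 66 genes upregulated only by ethanol with NaCl and by NaCl alone had 20 larger and 0 smaller. Choosing genes by the ratios of both single treatments, which lower the interaction, favours a smaller effect, and the tests below do not remove this. Selection of the 413 genes on the shared water arrays is argued against as the whole cause by genes selected on the arrays of 1 slide and measured on those of the other. The median interaction on the slide not used for selection was -0.58 (341 genes selected on slide 1) and -0.39 (429 genes selected on slide 2), against -0.55 over all arrays. Probes near background are argued against by the 162 genes with a smaller effect that were well above background on all 16 arrays. A compression of bright signals is argued against for the 207 genes with the lower signal, of which 34.8% had a smaller effect. Of the 206 with the higher signal, 59.2% had one, and compression cannot be told apart there from a smaller response, because brighter genes may also be the more responsive ones. A candidate explanation that stays open, as a hypothesis, is that ethanol and NaCl act on these genes through a shared and limited response. For the interaction, the position on the slide cannot be told apart from the treatment, because each treatment filled 1 column of both slides and the interaction sets the outer columns against the inner ones. The differences of spike-in RNAs between treatments, at most 0.0950 on the log2 scale, do not decide it, because they were centred, which removes a shift common to all of them.

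The paper reports upregulated genes of 3 comparisons, but the same arrays also show downregulated genes. There were 2627 by ethanol without NaCl, 2641 by ethanol with NaCl and 913 by NaCl without ethanol. A comparison that the paper does not report, NaCl against no NaCl in ethanol-treated plants, had 1328 upregulated and 1009 downregulated genes. Probes without an AGI code also passed the threshold, 1155 by ethanol without NaCl, 634 by NaCl without ethanol, 1253 by ethanol with NaCl and 662 by NaCl with ethanol. These are not counts of separate transcripts, because tiles of introns, exon-intron borders and complementary strands of genes were treated as such probes. Chance is argued against in each of the 4 comparisons, because among 35 divisions of its 8 arrays into 2 groups of 4, in 1 case, the real one, as many genes passed. The largest other division had 0, 1, 0 and 3 genes by ethanol without NaCl, NaCl without ethanol, ethanol with NaCl and NaCl with ethanol, and the 3 belong to the division by slide. Wrong labels are argued against by the value given above (16). Along columns 1 to 4 of each slide lay water, water with NaCl, ethanol, and ethanol with NaCl. For the comparisons by NaCl, a gradual change across the columns, an effect of the outer columns or one of a single column is argued against as the whole cause. Of the genes called by NaCl on 1 slide, at least 71.3% changed, turned back and changed again along the columns of the other slide, as NaCl does. The salt stress markers, listed in advance, had median steps of 2.33, -2.23 and 2.15 between neighbouring columns. For the comparisons by ethanol, which filled columns 3 and 4, a gradual, outer-column or single-column effect is argued against as the whole cause as well. Genes called up on 1 slide had median steps on the other of -0.02 to 0.14 from column 1 to 2. Their median steps were 0.85 to 1.00 from column 2 to 3 and -0.05 to 0.03 from column 3 to 4. For genes called down, the medians were -0.07 to 0.003, -1.12 to -0.92 and -0.08 to 0.05 in the same order. An effect that sets columns 3 and 4 against columns 1 and 2 cannot be told apart from ethanol, because it would give the same steps. The choice of background treatment stays open for the probes without an AGI code, since their numbers fell to 269, 119, 294 and 132 with the normexp background. A response of plants to the treatments also remains as a hypothesis.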

How the results depend on the processing

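Only the combination of the authors' processed values, the methods' t-test and no filter on dim probes was among the tests chosen after the result was seen. Of the 38 counts, list medians and other summary results, the same direction and size class were kept by 37 with quantile normalization, by 37 without the filter on dim probes, by 34 with the filter on all 16 arrays, by 29 with the authors' processed values and by 21 with the normexp background. A count is in the same class when it is within 1.5 times the value at the claim. All results that could be computed kept theirs with the methods' t-test (37), only the 2 groups compared (36), the slide as a block (37), the replicate block (37), the mean of the probes (38), any probe called (25) and the outlier flags kept (38). No result past its threshold was reversed under any alternative run, although the median of the hypoxia list by NaCl alone, which passed none, ranged from -0.17 to 0.09 with an array left out.

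With quantile normalization, the median log2 ratio of the photosynthesis list by NaCl without ethanol was -0.00914, where it was -0.16 at the 75th percentile. With the normexp background, 1120 genes were upregulated and 1678 downregulated by ethanol without NaCl, 698 and 486 by NaCl without ethanol, 1162 and 1579 by ethanol with NaCl, and 756 and 548 by NaCl with ethanol. Probes without an AGI code past the threshold numbered 269, 119, 294 and 132 in the same order. The overlaps were 170 (ethanol and NaCl each alone), 139 (ethanol with NaCl and NaCl alone), 802 (ethanol with and without NaCl) and 109 (all 3 lists), and 863 genes lay in the fields highlighted in Figure 2A. The normexp method adds an offset that shrinks the ratios of dim genes, but its share in these changes was not separated, and the cause was not tested.

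With the authors' processed values, 591 genes were downregulated by NaCl without ethanol, and 456, 234, 503 and 244 probes without an AGI code passed the threshold. The overlaps were 255, 190 and, for all 3 lists, 145, and the photosynthesis median by NaCl without ethanol was -0.00900. The cause was not tested. Without the filter on dim probes, 1545 genes had an interaction of ethanol and NaCl instead of 2592, and the larger number of features over which p-values are adjusted is part of that alternative. The filter on all 16 arrays, which tests fewer features, left 574, 258, 621 and 274 probes without an AGI code. The combination added later gave 567 downregulated genes by NaCl without ethanol, 662 by NaCl with ethanol, 445, 237, 500 and 239 probes without an AGI code, and 1327 genes with an interaction. Its overlaps were 240, 169 and, for all 3 lists, 134. It had 5 genes of Table 1 upregulated by NaCl alone, against 8, and a photosynthesis median of -0.0180 by NaCl without ethanol. The cause of these changes was not tested.

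Leaving out each of the 16 arrays in turn changed 3 of 608 summary values. The number of SOD genes past the threshold by ethanol with NaCl ranged from 0 to 1, and CSD1 passed, with a log2 ratio of 0.75, without water with NaCl replicate 2. The ratio of the NaCl response with ethanol to that without ranged from 0.665 to 0.783 around 0.747. It was 0.665 without water with NaCl replicate 4 and 0.685 without water without NaCl replicate 4, where only 1 of the 2 slides could be used to select genes. With genes selected on NaCl with ethanol instead, the ratio was 0.945. Without the filter on dim probes, selection on slide 1 left 0 genes, and the ratio came from slide 2 alone. It was not computed with the t-test, the fit to only the 2 groups compared, the 2 kinds of block, any probe called or the combination added later, and the interaction was not computed with only the 2 groups compared. All 12 list tests by camera kept their direction and side of the threshold by fry.

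Upregulated genes by ethanol with NaCl ranged from 1697 to 1853 with an array left out, and those by ethanol without NaCl from 1741 to 1868. For single named genes, 4493 of 4544 values kept direction and side of the threshold with an array left out, 35 fell under it and 16 rose past it. Across the alternatives, the normexp background moved most of them, with 18 of 284 falling under the threshold, and 0 were reversed. Samples with the same replicate number in different groups were not more alike than others to a degree that would pair them, with a mean correlation of residuals of 0.074 over 24 pairs, against -0.025 over 72 other pairs. With the replicate block, 1792 genes were upregulated by ethanol without NaCl and 1751 by ethanol with NaCl, and the genes with an ethanol by NaCl interaction numbered 2738. The fit without it is therefore reported at the claims.

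Signal over background limits what can be said of dim genes. Of the genes upregulated by ethanol with NaCl, 90 had no water array above background, and for ethanol without NaCl there were 122. The size of their increase is uncertain, and the folds given for such genes are lower bounds. The calls of APX2, AT3G27200 and AT3G62960 under high-salinity condition also depended on the treatment of the background, as all 3 were under the threshold with the normexp method (0.68, 0.46 and 0.38).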

Differences from the paper's values

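The combination of the authors' processed values, the methods' t-test and no filter on dim probes is the only one of the tests here that was chosen after the result was seen. The first differences are in the numbers of shared genes. The paper's 240 genes shared by ethanol without NaCl and NaCl without ethanol compare with 413 here, the paper's 169 in the overlap of ethanol with NaCl and NaCl without ethanol with 303, and the paper's 134 shared by all 3 lists with 237. A number is counted as differing when it is more than 1.5 times the other, so that one within this range need not match. Of the alternatives set before the data were examined, the normexp background (170, 139 and 109), the authors' processed values (255, 190 and 145) and the filter on all 16 arrays (309, 214 and 171) gave numbers within it. The other alternatives set in advance, including each array left out in turn, gave numbers outside it. The combination chosen after seeing the values gave 240, 169 and 134, and it also gave the paper's 1293, 897 and 1323 upregulated genes, 888 shared genes and 994 genes in the highlighted fields. With it, the log2 ratios of Tables S1 and S3 differed from the paper's by at most 5e-06.

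The next differences are log2 ratios of Table 1. A ratio is counted as within range of the paper's when it has the same sign and is no further from it than the replicate SD, which need not be a match. For each of them, the authors' processed values gave a ratio within range, as did the combination chosen after seeing the values. The filter on all 16 arrays gave no ratio for GSTU2, GSTU12 and APX2. For 4 ratios, no other alternative except some arrays left out gave a ratio within range. These are GSTU9 by NaCl without ethanol (the paper's 2.764, here 3.02), GSTU2 by ethanol without NaCl (the paper's 1.598, here 2.62), AT3G27200 by ethanol without NaCl (the paper's 1.012, here 1.38) and GSTU2 by ethanol with NaCl (the paper's 1.828, here 2.33). Leaving out an array gave one within range in 5 of 16 cases for GSTU9, in 3 for AT3G27200 and in 0 for GSTU2.

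The normexp background also gave a ratio within range, while quantile normalization and the remaining alternatives set in advance, other than some arrays left out, did not, for 7 ratios. By NaCl without ethanol, these were GSTU2 (the paper's 0.67, here 1.42) and GSTU12 (the paper's 1.242, here 2.43). By ethanol without NaCl, they were GSTU9 (the paper's 3.384, here 3.77), GSTU12 (the paper's 1.433, here 2.57) and AT1G28480 (the paper's 1.368, here 1.92). By ethanol with NaCl, they were APX2 (the paper's 0.953, here 1.67) and AT3G27200 (the paper's 0.723, here 1.07). Leaving out an array did so in 3 of 16 cases for GSTU12 by NaCl, in 2 each for GSTU12 by ethanol, AT1G28480 and APX2, in 4 for AT3G27200 and in 0 for GSTU2 and GSTU9.

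Quantile normalization also gave a ratio within range, while the normexp background and the remaining ones set in advance, other than some arrays left out, did not, for 8 ratios. By NaCl without ethanol, these were CAT2 (the paper's 0.049, here -0.13), GSTU19 (the paper's -0.023, here -0.25), GSTF8 (the paper's -0.142, here -0.33), AT1G65820 (the paper's 0.014, here -0.10), AT4G19880 (the paper's 0.237, here 0.17), GR1 (the paper's -0.105, here -0.24) and Ferritin 1 (the paper's -0.05, here -0.20). By ethanol without NaCl, it was GSTU19 (the paper's 1.45, here 1.22). With an array left out, the ratio was within range in 2 of 16 cases for GSTU19 by NaCl and for Ferritin 1, in 1 for GSTU19 by ethanol and in 0 for the others.

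Quantile normalization and the normexp background both gave a ratio within range for the last 6, and the remaining alternatives other than some arrays left out did not. By NaCl without ethanol, these were GPX7 (the paper's -0.009, here 0.046), GSTU8 (the paper's 0.615, here 0.50) and AT1G10370 (the paper's 0.129, here -0.0055). By ethanol without NaCl, they were AOX1A (the paper's 4.217, here 4.46) and GSTU22 (the paper's 4.276, here 4.55), and by ethanol with NaCl it was GPX6 (the paper's 0.556, here 0.62). With the normexp background, GSTU8 (0.52) and AT1G10370 (0.00062) nevertheless stayed closer to the ratios here than to the paper's. So did GPX6 by a small margin (0.5864, against 0.6154 here). With an array left out, ratios were within range in 2 of 16 cases each for GPX7, GSTU8 and GSTU22, in 4 for AT1G10370, in 1 for GPX6 and in 0 for AOX1A. Over Table 1, the sign was the same as the paper's for 31 of 35 ratios by NaCl without ethanol, for 35 of 35 by ethanol without NaCl and for 35 of 35 by ethanol with NaCl.

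The paper's text describes GPX6 as upregulated by ethanol under high-salinity condition, and its ratio of 0.62 here was under the threshold and remained so under each alternative run. The paper places the 35 genes of Table 1 in the highlighted fields of Figure 2A, although its own lists hold only 33 of them there, without GSTF6 and AT3G62960. Here 33 lay there as well, without CAT2 and GSTF6, whose ratios by ethanol without NaCl were 0.63 and 0.51. The genes that differ from the paper's lists are thus CAT2 and AT3G62960. CAT2 was past the threshold with quantile normalization (0.76), with the authors' processed values (0.71), without ethanol without NaCl replicate 3 (0.72) and with the combination chosen after seeing the values (0.71). The paper also describes APX1 as upregulated in ethanol-treated plants under high-salinity condition. Its Figure 3A shows APX1 by qRT-PCR relative to ACT2, and its array lists do not hold the gene. On the arrays here, APX1 was higher as well, with an adjusted p under 0.05 by limma. The ratio was 0.37, under the threshold of 0.7 with every alternative run, but it is relative to the whole array and not to ACT2. The paper describes the SOD genes as unaffected, and 0 of 7 passed the threshold by limma by ethanol with NaCl. Of these, 5 had an adjusted p and 6 an unadjusted p of at most 0.05. At that adjusted p, 7387 genes were higher and 6889 lower, so that this does not set the SOD genes apart. CSD1 passed the threshold without water with NaCl replicate 2 (0.75).

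For the lists of Tables S1 and S3, 1279 of the 1293 genes upregulated by ethanol without NaCl and 1316 of the 1323 upregulated by ethanol with NaCl were called here as well. Of the 994 genes in the highlighted fields of Figure 2A, 986 lay in these fields here. ZAT12 and WRKY6, which the paper's text describes as upregulated under high-salinity condition, are not in Table S3 but passed the threshold here. With the combination chosen after seeing the values, neither passed it. ZAT12 had a ratio of 0.88 with an adjusted p of 0.094 by the t-test, and WRKY6 had a ratio of 0.67.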

Other observations

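The tests of hypoxia genes against the response to NaCl and under other scalings, those of ACT2 under a change of total RNA, those of photosynthesis genes and the SAUR gene list with its scaling were chosen only after the result was seen. The tests of shared water arrays, of hypoxia probes near background, of ACT2 under other scalings and beside other reference genes, and of SAUR cross-hybridization were planned before it.

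Ethanol without NaCl and NaCl without ethanol were compared with the same 4 water arrays, which alone can make lists overlap. In simulated data without any effect, the same numbers of top-ranked genes shared 461 on average, but 0 genes passed the threshold on both lists in 20 simulations. With the water arrays divided between the comparisons, the lists still shared 385 and 367 genes, which argues against shared arrays as the whole source of the overlap. A shared response to both treatments stays open as a hypothesis.

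Among genes that responded to NaCl without ethanol on one slide, the NaCl response measured on the other slide was smaller with ethanol than without, with ratios of slopes of 0.703 (1654 genes) and 0.791 (2137 genes) and a mean of 0.747. With genes selected on the NaCl response with ethanol instead, the ratios were 0.900 and 0.990, with a mean of 0.945. Most of the difference from 1 thus depended on the comparison on which genes were selected, which may leave only a small decrease of the NaCl response.

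The hypoxia list had 28 of 32 genes tested, and its median log2 ratio was 1.80 by ethanol without NaCl (24 genes up) and 1.34 by ethanol with NaCl (18 genes up), with adjusted p-values of 6.3e-14 and 3.97e-09 by camera of limma. By array, the medians of the list were between -0.33 and 0.23 with water and between 1.27 and 2.12 with ethanol. Whether a general stress response shared with 2 h of NaCl contributes cannot be told apart, because under NaCl alone the genes went both ways, with 5 up and 6 down, and their median of -0.051 decides nothing. The mean was -0.034, and camera gave the direction up (adjusted p = 0.906). Scaling on the spike-in RNAs put the median at 0.16, but this shifts all genes alike and says nothing of the list. The scaling of the arrays is argued against by the lowest median by ethanol with NaCl over 5 scalings, 1.23. Probes near background are argued against by the same median of 1.34 in the 26 genes well above background on all 16 arrays. That ethanol induces these genes, or that the treatment lowered the oxygen available to the plants, stay open as hypotheses, and oxygen was not measured.

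The photosynthesis list (38 of 39 genes tested) had medians of -0.77 by ethanol without NaCl (26 genes down) and -0.64 by ethanol with NaCl (17 genes down), with adjusted p-values of 2.56e-14 and 1.29e-11 by camera. Over 5 scalings, the median with NaCl was at most -0.61, which argues against scaling as the source. By NaCl alone the median was -0.16. Its sign depends on the scaling, as scaling on the spike-in RNAs, which shifts all genes alike, put it at 0.051. A slower development of ethanol-treated plants may explain a decrease, as a hypothesis that the data do not address.

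The salt stress markers (24 of 25 tested) had a median of 2.33 by NaCl without ethanol (23 genes up, adjusted p = 1.53e-23 by camera) and 2.15 by NaCl with ethanol (23 genes up). By ethanol these markers went both ways. Without NaCl, 5 were up and 6 down, the median was 0.030, the mean was -0.10 and the adjusted p was 0.902. With NaCl, 3 were up and 7 down, and the median was -0.16 (adjusted p = 0.519). The markers of mitochondrial stress (12 tested) had medians of 3.17 by ethanol without NaCl (11 up), 1.24 by NaCl alone (7 up, 4 down) and 1.65 by ethanol with NaCl (11 up), with adjusted p-values of 1.99e-10, 0.000834 and 7e-09. The genes of ethanol metabolism (7 tested) had medians of 0.33, -0.059 and 0.40 in the same order, with 3 genes up by ethanol in each case. ADH1 had a ratio of 0.93 by ethanol without NaCl and 1.39 by ethanol with NaCl, and NaCl alone changed it by -1.47.

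The genes of the SAUR family, 67 tested of 80 in the annotation, had medians of -0.75 by ethanol without NaCl (36 genes down, 4 up) and -0.70 by ethanol with NaCl (33 down, 6 up). The decrease was not specific to ethanol, as the medians were -0.60 by NaCl without ethanol and -0.65 by NaCl with ethanol. By ethanol with NaCl, the median was negative on each of 5 chromosomes, so that the decrease was not confined to neighbouring copies at 1 place. This does not decide on cross-hybridization between similar genes, which depends on the sequence of the probes and not on the chromosome. The size of the decrease depended on the treatment of the signal, as the median was -0.39 with the normexp background, the highest over 5 scalings, and part of the decrease may therefore come from the scaling and background of dim probes. A lower auxin response, or slower growth under either treatment, are untested hypotheses.

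ACT2 (AT3G18780, chromosome 3 from 6474710 to 6477204, TAIR10.1), the reference gene of the qRT-PCR, had log2 ratios of -0.49 by ethanol without NaCl, -0.63 by NaCl without ethanol, -0.36 by ethanol with NaCl and -0.50 by NaCl with ethanol (SE 0.05 each). It was negative in each of these comparisons under each scaling. The scaling on the gene probes is argued against as the whole source by the ratio nearest to 0 by NaCl alone, -0.44 with quantile normalization. For the comparisons by ethanol, a decrease shared by all housekeeping genes is argued against, but one shared by some of them is not. By ethanol without NaCl, ACT8, TUB2 and AT5G60390 were lower, as ACT2 was, while UBQ10 and GAPC1 were higher. The 8 other reference genes had a median of 0.018 by ethanol without NaCl, with 4 lower, and of 0.046 by ethanol with NaCl, with 3 lower. Over the scalings, these medians were at lowest -0.022 and 0.029. For NaCl alone, a shared decrease cannot be told apart from one of ACT2 alone, because the 8 genes went both ways. Of these, 6 were lower, such as ACT8 (-0.31) and ACT7 (-0.21), while UBQ10 was higher (0.45). Their median was -0.10, and it was 0.01 with quantile normalization. It was 0.11 when scaled on the spike-in RNAs, which shifts all genes alike. A change of total mRNA against the spike-in RNA also stays open, because relative to the spike-in RNAs the ratio by NaCl alone was -0.42 with an exact permutation p of 0.0857 and 4 arrays per group are few for so variable a reference. A response of ACT2 to the treatments stays open as a hypothesis. If it holds, a ratio measured relative to ACT2 could be higher than one relative to the whole array.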
